# Central Roles of ZmNAC128 and ZmNAC130 in Nutrient Uptake and Storage during Maize Grain Filling

**DOI:** 10.3390/genes15060663

**Published:** 2024-05-23

**Authors:** Di Peng, Shuxing Pan, Xin Du, Erwang Chen, Junjun He, Zhiyong Zhang

**Keywords:** maize grain, gene regulation, transporter, nutrient uptake, storage metabolism

## Abstract

Grain filling is critical for determining yield and quality, raising the question of whether central coordinators exist to facilitate the uptake and storage of various substances from maternal to filial tissues. The duplicate NAC transcription factors ZmNAC128 and ZmNAC130 could potentially serve as central coordinators. By analyzing differentially expressed genes from *zmnac128 zmnac130* mutants across different genetic backgrounds and growing years, we identified 243 highly and differentially expressed genes (hdEGs) as the core target genes. These 243 hdEGs were associated with storage metabolism and transporters. ZmNAC128 and ZmNAC130 play vital roles in storage metabolism, and this study revealed two additional starch metabolism-related genes, *sugary enhancer1* and *hexokinase1*, as their direct targets. A key finding of this study was the inclusion of 17 transporter genes within the 243 hdEGs, with significant alterations in the levels of more than 10 elements/substances in mutant kernels. Among them, six out of the nine upregulated transporter genes were linked to the transport of heavy metals and metalloids (HMMs), which was consistent with the enrichment of cadmium, lead, and arsenic observed in mutant kernels. Interestingly, the levels of Mg and Zn, minerals important to biofortification efforts, were reduced in mutant kernels. In addition to their direct involvement in sugar transport, ZmNAC128 and ZmNAC130 also activate the expression of the endosperm-preferential nitrogen and phosphate transporters *ZmNPF1.1* and *ZmPHO1;2*. This coordinated regulation limits the intake of HMMs, enhances biofortification, and facilitates the uptake and storage of essential nutrients.

## 1. Introduction

Grain filling encompasses intricate biochemical and physiological processes, including the uptake of macro- and micronutrients from maternal tissues to developing grains, along with the synthesis of storage compounds within endosperms or embryos. This phase is pivotal in determining grain yield and quality. The relatively large caryopsis of maize (*Zea mays*), combined with its agricultural and scientific importance, positions it as an optimal system for investigating seed development in the grass family [1].

Maize plants have developed a highly specialized maternal/filial interface structure in the basal kernel zone, consisting of the basal endosperm transfer layer (BETL), placenta-chalazal (PC), and pedicel (PED), to facilitate nutrient transport from the maternal plant to the developing endosperm [2]. To date, four sugar transporters (*ZmSWEET4c* [sugars will eventually be exported transporter 4c] [3], *ZmSUGCAR1* [sucrose and glucose carrier 1] [4], *ZmSUT1* [sucrose transporter 1] [5], *ZmSUT7* [6]) and one cell wall invertase-encoding gene (*ZmMN1* [miniature 1]) [7], in the BETL, have been shown to function in the uptake of carbohydrates/carbons (C). Recently, duplicate maize PHO1-type phosphate (P) transporters, *ZmPHO1;2a* and *ZmPHO1;2b* have been shown to function in P reallocation and grain filling [8,9]. Additionally, the Zn-NA (nicotianamine) transporter gene *ZmYSL2* has been found to be involved in the zinc (Zn) upload to maize kernels [10]. Although progress has been made in understanding the uptake of C, P, and Zn in maize grains, the uptake of other essential nutrients such as nitrogen (N) and magnesium (Mg) has not been fully elucidated.

A second critical aspect of the grain-filling stage is the conversion of nutrients into seed-storage compounds such as starch, protein, and lipids. In grains, C is mainly stored in the form of starch within endosperm starch granules, which accounts for approximately 70% of the kernel weight [1]. While sugar metabolism is complex, the starch synthesis pathway in the maize endosperm is well understood. The key enzymes involved in starch synthesis in the maize endosperm include the following: sucrose synthases (such as shrunken1 [Sh1], SUS1, and SUS2); UDP-glucose pyrophosphorylase; ADP-glucose pyrophosphorylase (AGPase), which is composed of a small subunit (brittle2 [Bt2]) and a large subunit (shrunken2 [Sh2]); ADP-glucose (ADPG) transporter (brittle1 [Bt1]); soluble starch synthases (SS-I, -II, -III, -IV, and -V); granule-bound starch synthase (GBSS1, or waxy [Wx]); starch-branching enzymes (such as SBE-IIa and -IIb); and starch-debranching enzymes (maize pullulanase1 [Zpu1]) [11]. In terms of N, the maize seed storage proteins are primarily composed of endosperm prolamins (zeins) and embryo globulins. The α-, β-, γ-, and δ-zeins account for approximately 60% of the total seed proteins [12]. The abundance of zeins largely determines the amino acid composition of kernels, but their low lysine and tryptophan contents negatively impact protein quality [12].

During the filling stage, major starch metabolism genes and zeins are highly and specifically expressed in the endosperm [6,13], highlighting the essential role of transcriptional regulation in coordinating this complex process. Multiple transcription factors (TFs), including opaque2 (O2) [14,15,16,17], prolamin-box binding factor 1 (PBF1) [18,19], O2 heterodimerizing proteins (OHP1 and OHP2) [20,21], duplicate indeterminate domain (IDD) TFs (NKD1 and NKD2) [22], one MADS-type TF (ZmMADS47) [23], one bZIP-type TF (ZmbZIP22) [24], and duplicate NAC-type TFs (ZmNAC128 and ZmNAC130) [25,26], have been shown to directly regulate zein gene expression. Additionally, O2, PBF1, NKD1, NKD2, ZmNAC128, ZmNAC130, and opaque11 (O11) have been identified as regulators of starch metabolism genes [22,25,26,27,28]. Recently, ABSCISIC ACID INSENSITIVE 19 (ZmABI19) was shown to directly regulate multiple important TFs, such as O2, PBF1, ZmbZIP22, ZmNAC130, and O11, in the endosperm [29]. Furthermore, ZmABI19 interacts with the basic leucine zipper 29 to synergistically regulate *O2* expression [30]. O2, serving as a core TF in maize endosperm filling [14,15,16,17], can genetically or molecularly interact with ZmNAC128/ZmNAC130, or NKD1/NKD2 to effectively coordinate endosperm filling [26,31]. Recently, two genes downstream of O2, namely, the GRAS domain-containing protein ZmGRAS11 [32] and the RNA polymerase common subunit ZmRPABC5b [33], have been characterized to play essential roles in endosperm filling development. However, the regulatory mechanisms underlying nutrient entry into grains are poorly understood, despite advancements in our understanding of nutrient storage metabolism.

ZmNAC128 and ZmNAC130 have emerged as key players in maize kernel development, as their mutations result in severe defects in grain filling, such as significant reductions in starch and protein content in mature kernels [25,26]. These two NACs not only act as core regulators of starch and zein synthesis but also participate in the regulation of sugar and zinc uptake. These intriguing findings prompted us to explore the existence of central regulators that coordinate both the uptake and storage of macro- and micronutrients from mother plants into filial grains. Therefore, it is imperative to investigate whether ZmNAC128 and ZmNAC130 fulfill this role as central regulators. This approach holds great potential for uncovering essential grain-filling mechanisms, which can ultimately contribute to crop yield and quality improvements.

## 2. Materials and Methods

### 2.1. Plant Materials and Growth Conditions

The knockout lines of ZmNAC128 and ZmNAC130 in the KN5585 inbred background were previously generated [26]. This study utilized three sets of *zmnac128 zmnac130* mutant materials, with the first and second sets derived from our previous study [26], and the third set specifically developed for this study. The *zmnac128 zmnac130* mutant and the corresponding wild type in the B73 × KN5585 background were generated from the F_1_ cobs by crossing the inbred B73 with *zmnac128 zmnac130* in the KN5585. The F_1_ plants from the cross of B73 with KN5585 *zmnac128 zmnac130* were grown in the field. We selected self-pollinated cobs from these T_1_ plants to complete the subsequent experiments. For this study, endosperms of the wild type (WT) and *zmnac128 zmnac130* mutant were genotyped and collected from the F1 cobs that had been pollinated at the same time. All maize materials were planted in a field located in Hefei (Anhui Province, China) from March to July in both 2022 and 2023. Given the complexity of the genetic background of B73 × KN5585, we used the *zmnac128 zmnac130* mutant in the KN5585 background, as well as the KN5585 (wild type) itself, as the samples for all subsequent molecular experiments and various substances and element analysis experiments in this study.

### 2.2. RNA Sequencing (RNA-Seq)

The RNA-seq method employed in this study followed the same procedure outlined in our previous work [26]. Total RNA was extracted from more than three 16-days-after-pollination (16-DAP) endosperms from the WT and *zmnac128 zmnac130* mutant using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Subsequently, libraries were prepared and sequenced on a DNBSEQ-T7 platform, generating 150 bp paired-end reads. The resulting clean reads were aligned to the B73 reference genome (RefGen_v5) using the HISAT2 program [34]. A differential expression analysis was performed using the R package DESeq [35], with differentially expressed genes defined as those exhibiting an absolute log2 fold change (FC) greater than 1 and an adjusted *p*-value below 0.05.

### 2.3. Quantification of Lipid Content in Mature Kernels

More than ten mature kernels were milled into flour and subsequently filtered using a 50-mesh stainless steel screen. The lipid content of the resulting milled flour was determined using a pre-constructed calibration model based on an MPA-type Fourier-transform near-infrared spectrophotometer (Bruker, Ettlingen, Germany). Sample spectra were collected on the MPA spectrophotometer, and the modeling algorithm employed was a partial least squares regression. Each type of mature kernel flour was divided into four portions for measurement purposes.

### 2.4. Analysis of Element Content in Mature Kernels

The element profiling was conducted using inductively coupled plasma–mass spectrometry (ICP-MS), following previously established methods [10]. For each sample, six dry mature kernels were ground into powder, and 2–5 mg of each sample was collected for the elemental profiling. To ensure consistency, all samples were normalized using a heuristic algorithm that utilized the best-measured elements, as described previously [36].

### 2.5. Determination of Phytohormone Content in 16-DAP Endosperm

Approximately 100 mg of frozen 16-DAP endosperm powder was extracted in 1 mL of ice-cold 50% aqueous ACN (*v*/*v*). The samples were sonicated for 3 min at 4 °C and subsequently extracted using a benchtop laboratory rotator for 30 min at 4 °C. After centrifugation (10 min, 10,000× *g*, 4 °C), the supernatant was transferred to clean plastic microtubes. All samples were purified using C18 reversed-phase, polymer-based, solid-phase extraction (RP-SPE) cartridges, that had been washed with 1 mL of MeOH and 1 mL of sterile deionized water, then equilibrated with 50% aqueous ACN (*v*/*v*). After loading a sample, the cartridge was then rinsed with 1 mL of 30% ACN (*v*/*v*) and this fraction was collected. After this single-step SPE, the samples were evaporated until dry under a gentle stream of nitrogen and stored at −20 °C until analysis. For UHPLC–ESI–MS/MS analysis, the samples were dissolved in 200 μg/mL of 30% ACN (*v*/*v*) and transferred to insert-equipped vials.

The sample extracts were analyzed using a UPLC-Orbitrap-MS system (UPLC, Vanquish, Thermo Fisher Scientific, Carlsbad, CA, USA). The HRMS data were recorded on a Q Exactive hybrid Q-Orbitrap mass spectrometer equipped with a heated ESI source (Thermo Fisher Scientific, Carlsbad, CA, USA) utilizing the SIM MS acquisition methods. Data were acquired on the Q-Exactive using Xcalibur 4.1 (Thermo Fisher Scientific, Carlsbad, CA, USA) and processed using TraceFinder™4.1 Clinical (Thermo Fisher Scientific, Carlsbad, CA, USA).

### 2.6. RNA Extraction and Quantitative RT-PCR

The total RNA was extracted from maize endosperms at 12- and 20-DAP using TRIzol reagent (Invitrogen). Subsequently, 2 µg of total RNA was utilized to synthesize the first-strand cDNA with the HiScript^®^ II 1st Strand cDNA Synthesis Kit (R212, Vazyme, Nanjing, China). Using SYBR Green (Genstar, Beijing, China), the quantitative RT-PCR assay was performed on a CFX Connect real-time PCR system (Bio-Rad, Hercules, CA, USA) following the standard operating manual. We used the default 100% efficiency setting on the CFX Connect real-time PCR system.

To estimate the relative expression of the target gene between the WT and mutants, the comparative CT (ΔΔCT) method [37] was used with *ZmActin* serving as the reference. The primer sequences are listed in Table S3.

### 2.7. Dual-Luciferase Reporter (DLR) Assay

Leaves prepared for maize protoplasts were collected from more than 20 two-week seedlings of the inbred B73 cultivated in darkness. The process we followed for the DLR assay was in accordance with the method described previously [26]. The protoplast isolation involved the process of zymolysis using Cellulose R10 (Yakult, Tokyo, Japan) and Macerozyme R10 (Yakult). The recombinant vector pRI101 (Clontech, Takara Bio USA, Inc., San Jose, CA, USA) and pGreenII 0800-LUC were transfected into a protoplast using polyethylene glycol (PEG)-calcium. The protoplast was cultivated overnight for the further detection of the LUC/REN ratio using a dual-luciferase reporter assay system (Promega, Madison, WI, USA). The vector pRI101 (Clontech, Takara Bio USA, Inc., San Jose, CA, USA) was used for the expression of *ZmNAC128* and *ZmNAC130* under the control of the 35S promoter and the vector pGreenII 0800-LUC was used to generate the reporter constructs by cloning the promoters of different target genes upstream of LUC. The primers are listed in Table S3.

### 2.8. Phylogenetic Analysis

The protein sequence was aligned and analyzed by ClustalW with the MEGA11 software. The neighbor-joining tree was constructed with the MEGA11 software (http://megasoftware.net/, accessed on 24 June 2022) according to the protein sequence alignment.

### 2.9. Statistical Analysis

Data processing of means, standard deviations, and p-values was performed with Microsoft Excel (2019) using AVERAGE, STDEV.S, and Student’s *t*-test, respectively. Statistical tests involving a one-way ANOVA were performed with GraphPad Prism (version 8.4.3). The hierarchical clustering analysis using Pearson correlation and visualization was performed with the corrplot package (v 0.92). The raw data and detailed statistical analysis are in Dataset S2.

## 3. Results

### 3.1. Generation and Analysis of Transcriptomes from Endosperms of zmnac128 zmnac130 Mutants across Different Genetic Backgrounds and Growing Years

Our previous studies revealed that mutations in *ZmNAC128* and *ZmNAC130*, which are specifically and highly expressed duplicate TFs in endosperm filling, result in severe defects in kernel filling [25,26]. We identified more than 10 genes as direct targets, which partly explains the role of *ZmNAC128* and *ZmNAC130* in endosperm filling, but these genes account for only a small fraction of the thousands of genes affected by the loss-of-function mutation of these two NAC TFs. Therefore, an essential question arises: how does their core regulatory network operate?

To explore the core genes in the regulatory network, we obtained three sets of transcriptomes from the endosperms of the *zmnac128 zmnac130* mutants and the corresponding wild-type (WT) or nontransgenic (NT) siblings under different genetic backgrounds and growing years at 16 DAP. Two sets of data were generated in our previous study [26]: one from the KN5585 genetic background (referred to as “set-1”) and the other from the KN5585 × B73 background (referred to as “set-2”) grown on a farm in Hefei City, China, during the summer of 2022. 

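The transcriptomes analysed here are those of set-3. They are RNA-seq libraries of the endosperm, the starch- and protein-storing tissue of the maize kernel, collected at 16 DAP in 2023 from *zmnac128 zmnac130* and from wild-type siblings of a KN5585 × B73 cross. RNA was extracted from more than 3 endosperms per genotype, and Table S1 describes its samples as independent. FPKM values of 44303 genes were deposited for 3 samples labelled per genotype. In both genotypes, the sample labelled replicate 3 held the value of replicate 1 in each of the 44303 genes, 29295 of which were above 0 in the wild type and 29147 in *zmnac128 zmnac130*. Between replicates 1 and 2 of the wild type, 0 genes above 0 held the same value. Replicates 1 and 3 therefore differed by less than the sampling noise and were counted as 1 sample, which left 2 distinct libraries per genotype. Replicates 1 and 2 were distinct libraries, and over genes their median chi-square was 4.76 times that of sampling single reads in the wild type and 7.50 times in *zmnac128 zmnac130*. The reads were paired-end, and where both mates of a pair were counted, sampling noise alone would reach about 2 times. Both values lie above that as well. The SDs given for set-3 are thus those of 2 libraries. The standard errors of log2 fold changes are those of limma, which shares variance across genes. Dataset S1 also gives FPKM values of a sample numbered 3 per genotype, for the 243 hdEGs only. Those values entered neither the SDs nor the fits here.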

Set-3 was generated on the same farm during the summer of 2023, also using the KN5585 × B73 background. 

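The depth of the set-3 libraries can be read from the steps of their FPKM values, since 1 read is worth a fixed FPKM in a gene of a given length. The wild-type libraries came to 28478576 and 26317317 reads in genes, and the *zmnac128 zmnac130* libraries to 30696032 and 29312397. These totals were 74.0%, 74.2%, 71.4% and 73.4% of the mapped reads that Table S1 gives for the same samples, and the FPKM values use the smaller totals. With 1 length fitted per gene, all 33589 genes above 0 came out as whole reads in every library, within a tolerance of 0.002 reads. An FPKM of 1 in a gene of 1000 bases stands for 28.5 reads in the first wild-type library, so that spread between libraries, more than read counting, sets the precision of most genes reported here.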

Among all 14 transcriptomes from these three experiments, an average of 43,560,203 (92.93%) clean reads were uniquely mapped to the maize B73 reference genome (Zm-B73-REFERENCE-NAM-5.0) (Table S1). The fragments per kilobase of the exon model per million mapped fragments (FPKM) were used to quantify gene expression.

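For set-3, expression was compared on the scale of log2(FPKM + 1) with limma (linear models with a mean-dependent variance), *zmnac128 zmnac130* against wild type. The FPKM values were used as deposited. They summed to 621315 and 610444 in the wild-type libraries and to 578131 and 586855 in the *zmnac128 zmnac130* libraries. Genes with a mean FPKM of at least 1 were kept, which left 19082. A gene was called when its absolute log2 fold change was above 1 and its Benjamini-Hochberg adjusted p below 0.05, the thresholds of the paper's methods. The pseudocount of 1 makes the fold change of a weakly expressed gene smaller than the ratio of its FPKM values. The authors used DESeq for their own tests. In simulated libraries of the same design, the fit called 66 of 66 genes changed 4-fold, 12 of 68 changed 2-fold and 0 of 18869 unchanged genes. The simulation gave all genes the same spread between libraries. Real genes differ in that spread, so these shares can be too favourable for them. A 2-fold change lies at the fold change threshold itself, and its median absolute log2 fold change in the simulation was 0.82. The IDs of *ZmNAC128* and *ZmNAC130* are not paired with their names in the sources used here, so the transcripts of the mutated genes themselves were not used to check the sample labels.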

To evaluate the influence of genetic background and growing years on the transcriptome, we performed hierarchical clustering analysis using a Pearson correlation of gene expression among samples. 

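In set-3, the endosperm transcriptomes separated by genotype. Over all 44303 genes, the Pearson correlation of FPKM was 0.996 between the 2 wild-type libraries and 0.987 between the 2 *zmnac128 zmnac130* libraries. Every pair of a wild-type and a mutant library was lower, between 0.736 and 0.778. A few very abundant transcripts carry most of a correlation of FPKM, among them the zeins, the prolamin storage proteins of maize endosperm. Without the 7 zein genes identified, the pairs between genotypes lay between 0.751 and 0.777. These 7 are only those whose description in Dataset S1 names a zein. Any zein without such a description stayed in, as did a putative storage protein (Zm00001eb166950) with a mean of 8327 FPKM in the wild type. How far the zeins as a whole lower these correlations was therefore not tested. On the log2(FPKM + 1) scale, where abundant transcripts weigh less, they lay between 0.953 and 0.955, and the pairs within a genotype at 0.993 and 0.994. These correlations are across genes, which are not independent replicates. Set-1 and set-2 are not analysed here.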

The results revealed a distinct segregation between transcriptomes of the two genetic backgrounds, as well as a noticeable separation of transcriptomes from the same genetic background across two growing years (Figure 1A). Two possible explanations for these results are as follows: (1) The hybrid progeny of KN5585 and B73 introduced increased complexity in the transcriptomes of set-2 and set-3. (2) The genetic background had a stronger impact on transcriptome variation than growing years. However, further research is needed to test these hypotheses. Identifying highly and differentially expressed genes (hdEGs) under different genetic backgrounds and growing years will help to unravel the core regulatory mechanism of ZmNAC128 and ZmNAC130 with reduced interference.

### 3.2. Identifying the hdEGs across Different Genetic Backgrounds and Growing Years as Core Members in the Regulatory Network of ZmNAC128 and ZmNAC130

Using a threshold of log_2_(fold change, FC) > 1 and *p* value < 0.05, we identified 3813, 3647, and 5622 differentially expressed genes (dEGs) in the transcriptomes of set-1, set-2, and set-3, respectively. 

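In set-3, 2598 of the 19082 genes tested were called, 1227 higher and 1371 lower in *zmnac128 zmnac130*. A gene described as a MYB transcription factor (Zm00001eb136720), of a family of DNA-binding regulators, was among the 10 largest rises, from 3.97 ± 1.04 FPKM in the wild type (SD, n = 2) to 221 ± 39.5 FPKM in the mutant (SD, n = 2). Its log2 fold change was 5.49 (standard error 0.18, adjusted p = 2.89e-05 from limma). A transcript described as TIFY 11c, of the family of jasmonate signalling repressors, fell from 54.8 ± 6.81 to 14.8 ± 3.58 FPKM (log2 fold change -1.83, SE 0.17). A caleosin related gene, of a family of oil body proteins, fell from 60.3 ± 5.91 to 16.3 ± 0.99 FPKM (log2 fold change -1.83, SE 0.11). Of the 10 largest rises 3, and of the 10 largest falls 1, were among the 243 highly and differentially expressed genes of Dataset S1, which made up 100 of the 641 higher and 99 of the 609 lower genes from which these were taken. The median log2 fold change of all tested genes was 0.0068. Part of the count lies in weakly expressed genes. Of the 2598 genes called, 1250 had a mean of 10 FPKM or more in the genotype where they were higher. With a pseudocount of 10 the number called was 612. With a filter at a mean FPKM of 10, which left only 8396 genes to test, it was 936. Without a fold change threshold it was 8369.

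**Figure D1:**
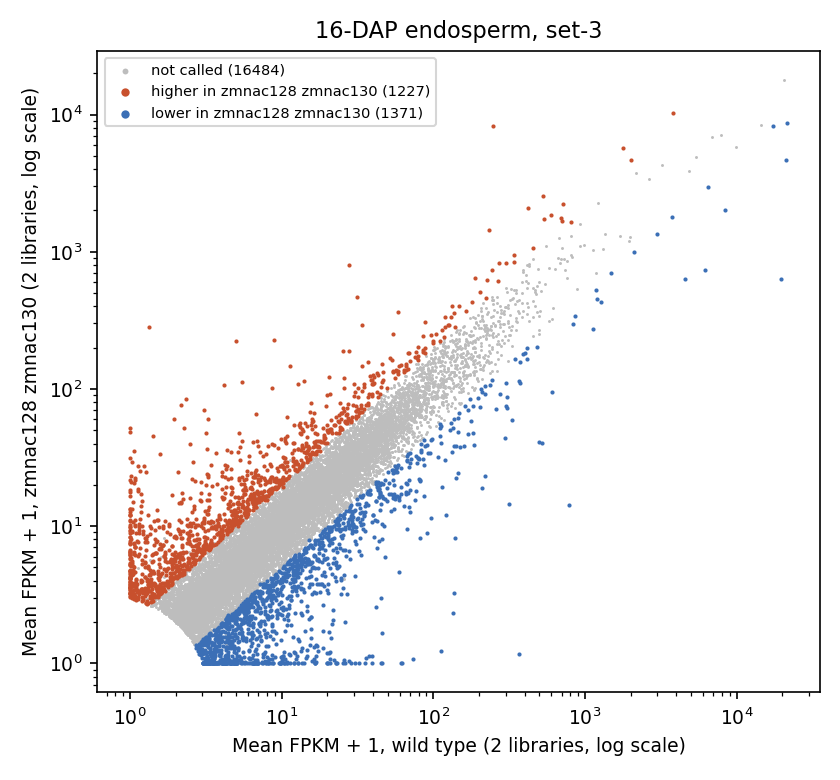
Mean FPKM + 1 of each tested gene in the 2 wild-type libraries (horizontal, log scale) and the 2 zmnac128 zmnac130 libraries (vertical, log scale) of set-3. Each point is a gene: 1227 called higher in the mutant stand in red, 1371 called lower in blue, and genes not called in grey.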

A Venn diagram showed that 655 dEGs were shared among all three sets (Figure 1B). We further screened highly expressed genes with FPKM values > 10 among the 655 dEGs based on the data from the KN5585 background. This led to the identification of 243 hdEGs, including 130 upregulated genes with FPKM values > 10 in the *zmnac128 zmnac130* mutant and 113 downregulated genes with FPKM values > 10 in the WT (Figure 1C; Dataset S1). These 243 hdEGs were considered core targets of ZmNAC128 and ZmNAC130 and were further investigated in this study.

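Of the 130 upregulated hdEGs, 123 were called higher in set-3, and of the 113 downregulated hdEGs, 107 were called lower. The study chose these genes partly on the same samples, so their direction is not independent evidence. Adjusted over the list alone, the counts were again 123 and 107. The median log2 fold change was 1.43 for the upregulated genes and -1.72 for the downregulated ones. The 11 that were tested and not called had absolute log2 fold changes from 0.58 to 0.96 and missed the fold change threshold, and 9 of them had an adjusted p from limma below 0.05. A further 2, including *SE1*, had a mean FPKM below 1. In the genotype where they were higher, 205 of the 243 had a mean of 10 FPKM or more in set-3, although the paper applied that threshold in the KN5585 background. The number called was 131 with a pseudocount of 10.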

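Transcripts of seed storage proteins fell together in set-3. Of the 10 hdEGs that Dataset S2 places under nutrient reservoir activity, all 10 were called lower, with log2 fold changes from -1.08 to -3.08. The alpha zein z1C2 went from 21272 ± 697 FPKM in the wild type (SD, n = 2) to 4694 ± 977 FPKM in *zmnac128 zmnac130* (SD, n = 2). The 50kD gamma zein went from 6180 ± 43.1 to 733 ± 118 FPKM (log2 fold change -3.08, SE 0.17, adjusted p = 1.09e-04 from limma). The alpha zein z1C1_8, on chromosome 4 of Zm-B73-REFERENCE-NAM-5.0 from 6153607 to 6154565 (RefSeq annotation), went from 4548 ± 3.89 to 631 ± 0.84 FPKM. The 7 genes described as zeins held 9.27% ± 0.0083 of all FPKM in the wild type and 3.07% ± 0.689 in the mutant (exact two-sided permutation test over 6 arrangements, p = 0.333, the smallest that 2 libraries against 2 allow). Set against all other genes with camera from limma, nutrient reservoir genes (adjusted p = 1.09e-05) and zeins (adjusted p = 2.69e-04) stood lower. With an estimated correlation between genes, the adjusted p of camera was 0.399 for both storage lists. Both lists came from the study's hdEGs and are no independent evidence of direction. Zeins are near-identical copies that can share reads, and some descriptions come from other species. Without the first wild-type library 3 of the 10 storage genes and 2 of the 7 zeins were called, and without the second 4 and 2. The call of z1C2 was lost in both cases (adjusted p = 0.107 and 0.1005 from limma), while its log2 fold change was -2.16 and -2.23 and the median of the 10 storage genes -1.69 in each.

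**Figure D2:**
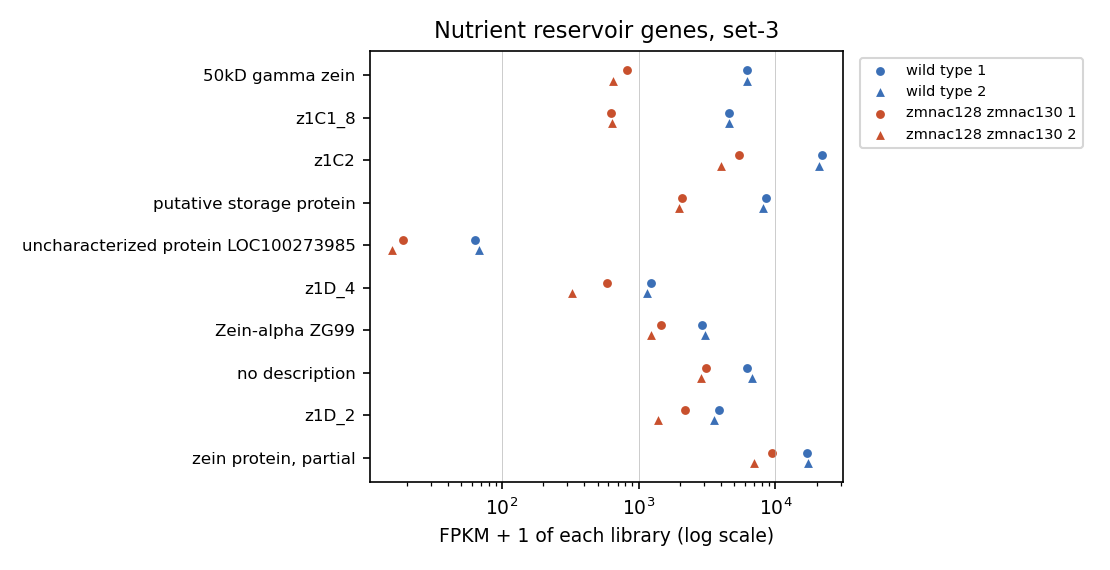
FPKM + 1 (log scale) of the 10 nutrient reservoir genes in each of the 4 set-3 libraries, wild type in blue and zmnac128 zmnac130 in red. In every gene both wild-type libraries lie above both mutant libraries.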

Gene Ontology (GO) analysis of these 243 hdEGs revealed significant enrichment in two terms: ‘carbohydrate metabolic process’ and ‘nutrient reservoir activity’ (Figure 1D). These results support our previous findings on the regulatory roles of these genes in starch and zein synthesis. 

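Genes of starch and sucrose metabolism went both ways in set-3. Of the 8 hdEGs that Dataset S2 lists under starch and sucrose metabolism, 5 were called higher and 3 lower. *bt2*, the small subunit of the endosperm ADP-glucose pyrophosphorylase, fell from 607 ± 126 FPKM in the wild type (SD, n = 2) to 94.3 ± 16.1 FPKM in the mutant (SD, n = 2; log2 fold change -2.67, SE 0.18). A probable alpha-glucosidase fell from 144 ± 8.02 to 23.3 ± 4.60 FPKM. *UGP2* (UDP-glucose pyrophosphorylase2) rose from 300.3 ± 1.81 to 831 ± 90.2 FPKM, and *PGM1* (phosphoglucomutase1) from 135 ± 6.53 to 358 ± 20.1 FPKM. The list did not shift one way against all other genes (camera from limma, adjusted p = 0.570, and adjusted p = 0.785 with an estimated correlation), its median log2 fold change being 1.31 and its mean 0.087. These 8 genes are hdEGs of the study, so their directions are not independent evidence.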

Interestingly, the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis also indicated that transporters were significantly enriched in these 243 hdEGs (Figure 1E). 

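The 15 hdEGs that Dataset S2 lists as transporters were all called in set-3, 9 higher and 6 lower in *zmnac128 zmnac130*, with log2 fold changes from -3.45 to 4.99. The study took this list from genes selected partly on these samples. Their median log2 fold change was 1.41 and their mean 0.57. As a list they did not shift one way against all other genes (camera from limma, adjusted p = 0.230, and adjusted p = 0.771 with an estimated correlation). The camera test asks only for a shift in a common direction, and this list holds genes called both ways. The paper's own enrichment test, in Dataset S2, counts 15 transporters among 120 annotated hdEGs against 996 among 16694 annotated genes (the paper's p = 0.00517, adjusted by the paper to 0.0814). For nutrient reservoir activity the paper counts 10 of 187 against 64 of 23928 (the paper's adjusted p = 3.04e-08).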

The results suggested that the core role of ZmNAC128 and ZmNAC130 was in nutrient uptake and storage. Our previous studies revealed the important roles of these TFs in the uptake of sugars and Zn, but further investigation is needed to determine the regulatory mechanisms involved in the transport of other nutrients and elements.

### 3.3. Identifying Starch Metabolism-Related Sugary Enhancer 1 (SE1) and Hexokinase 1 (HXK1) as Direct Targets of ZmNAC128 and ZmNAC130

Following our previous findings [25,26], we observed an enrichment of storage metabolism associated with carbon (C), nitrogen (N), and phosphate (P) in these 243 hdEGs (Figure 1D,E). This finding confirmed that storage metabolism is central to the regulatory network of ZmNAC128 and ZmNAC130.

Our previous studies demonstrated that ZmNAC128 and ZmNAC130 coordinate sugar uptake and starch metabolism during endosperm filling [25,26]. ZmNAC128 and ZmNAC130 directly regulate the expression of two crucial sugar transporter genes, *ZmSWEET4c* and *ZmSUGCAR1*, with *ZmSWEET4c* being one of the 243 hdEGs. 

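*ZmSWEET4c* (Zm00001eb236810), a sugar transporter that feeds hexoses into the filling endosperm, was lower in *zmnac128 zmnac130* of set-3. It had 154 and 180.2 FPKM in the wild-type libraries and 77.6 and 61.1 FPKM in the mutant libraries. The log2 fold change was -1.26 (standard error 0.14, adjusted p = 0.00128 from limma). *betl3* and *tcrr1*, markers of the basal endosperm transfer layer, the tissue through which sugars enter, were also called lower. *betl3* went from 148 ± 19.0 FPKM (SD, n = 2) to 37.0 ± 10.6 FPKM (SD, n = 2), and *tcrr1* from 30.9 ± 2.37 to 10.4 ± 1.28 FPKM. These were the only 2 of 13 transfer layer markers fixed beforehand whose IDs could be matched. Like *ZmSWEET4c*, both are hdEGs that the study chose partly on these samples, so their direction is not independent evidence. The ID of *ZmSUGCAR1* is not paired with its name in the sources used here, and the gene was not tested.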

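*HXK1* (Zm00001eb121400, described as hexokinase1) was lower in *zmnac128 zmnac130* of set-3. Hexokinases phosphorylate hexose sugars. *HXK1* lies on chromosome 3 of Zm-B73-REFERENCE-NAM-5.0 from 7009382 to 7013818 (RefSeq annotation). It had 128.3 and 127 FPKM in the wild-type libraries and 45.2 and 52.5 FPKM in the mutant libraries, a log2 fold change of -1.37 (standard error 0.10, adjusted p = 2.92e-04 from limma). *SE1* (Zm00001eb115450) was weakly expressed. It had 0.944 and 1.70 FPKM in the wild-type libraries and 0.0730 and 0.382 FPKM in the mutant libraries. Its mean lay below the filter of 1 FPKM, so it was not tested. Among the 6 starch synthesis genes fixed beforehand whose IDs could be matched, 5 were tested, of which 3 were called higher and 2 lower (camera from limma, adjusted p = 0.583, and adjusted p = 0.785 with an estimated correlation). All 6 were hdEGs of the study. *AGPLL2*, described as a leaf large subunit of ADP-glucose pyrophosphorylase, rose with a log2 fold change of 1.22.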

Among the 243 hdEGs, we found two downregulated genes, *SE1* (Zm00001eb115450) and *HXK1* (Zm00001eb121400), which are related to endosperm starch metabolism (Dataset S1) [38,39]. A real-time PCR confirmed that the expression of the *SE1* and *HXK1* genes was also significantly downregulated in the 12- and 20-DAP endosperms of the *zmnac128 zmnac130* mutant (Figure 2B). By analyzing the DNA affinity purification sequencing (DAP-Seq) data for ZmNAC128 and ZmNAC130 which were previously produced [26], we detected whether there were distinct binding peaks for two NACs in the *SE1* and *HXK1* promoters. The results indicated that there were distinct peaks bound by ZmNAC128 and ZmNAC130 within the two promoters with conserved NAC-binding motifs (Figure 2A). A dual-luciferase reporter (DLR) assay was further performed to detect the transactivation activities of the two promoters. The results indicated that, compared to that of the empty control, the luciferase (LUC) activity driven by the *SE1* or *HXK1* promoter was significantly increased by ZmNAC128 or ZmNAC130, but the two NACs together did not further enhance the LUC activity (Figure 2C). This finding is consistent with our previous findings that ZmNAC128 and ZmNAC130 have functional redundancy [25,26]. Thus, combined with our previous findings, up to eight starch metabolism-related genes are directly regulated by ZmNAC128 and ZmNAC130. These findings highlight the vital role of ZmNAC128 and ZmNAC130 in controlling sugar uptake and storage in filling endosperms.

### 3.4. Regulatory Roles of ZmNAC128 and ZmNAC130 on Toxic HMM Accumulation and Biofortification in Maize Kernels

The enrichment of ‘transporters’ in the 243 hdEGs led us to investigate their relationship with ZmNAC128 and ZmNAC130. This category included nine upregulated and eight downregulated transporter genes (Table 1). 

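All 18 transporters of Table 1 were called in set-3, 9 higher and 9 lower in *zmnac128 zmnac130*. The study chose 17 of them, all but *ZmPHO1;2b*, as hdEGs partly on these samples, and adjusted over the list alone the counts were also 9 and 9. Aquaporins, channels for water and small solutes, went both ways. *ZmTIP1;1* rose from 26.4 ± 2.15 FPKM (SD, n = 2) to 77.1 ± 7.15 FPKM (SD, n = 2) and *ZmSIP1-2* from 18.8 ± 0.88 to 53.7 ± 5.36 FPKM. *ZmPIP2:2* fell from 78.6 ± 6.14 to 30.5 ± 2.41 FPKM and *ZmTIP3-1* from 54.5 ± 15.9 to 14.9 ± 1.59 FPKM. *ZmNCS2-2* rose from 24.0 ± 1.94 to 65.3 ± 2.33 FPKM. Among the lower genes, the largest change was that of the putative transporter Zm00001eb323920, from 17.8 ± 0.57 to 0.726 ± 0.049 FPKM (log2 fold change -3.45, SE 0.12, adjusted p = 3.53e-05 from limma). *ZmCOPT2*, a copper transporter, fell from 23.0 ± 0.44 to 4.13 ± 0.60 FPKM (log2 fold change -2.23, SE 0.12). *cl34132_1a* fell from 16.9 ± 0.55 to 7.66 ± 2.56 FPKM (log2 fold change -1.08, SE 0.20). The list as a whole did not shift one way against all other genes (camera from limma, adjusted p = 0.734, and adjusted p = 0.816 with an estimated correlation). The call of *cl34132_1a* was lost without the first or the second wild-type library (log2 fold change -1.04 and -1.11, adjusted p = 0.107 and 0.0933 from limma) and without the first mutant library, where its log2 fold change was -0.77. With a pseudocount of 10, 11 of the 18 were called, *cl34132_1a* not among them. From the enrichment of storage terms and of transporters among the hdEGs, the paper proposes that the core role of ZmNAC128 and ZmNAC130 lies in nutrient uptake and storage.

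**Figure D3:**
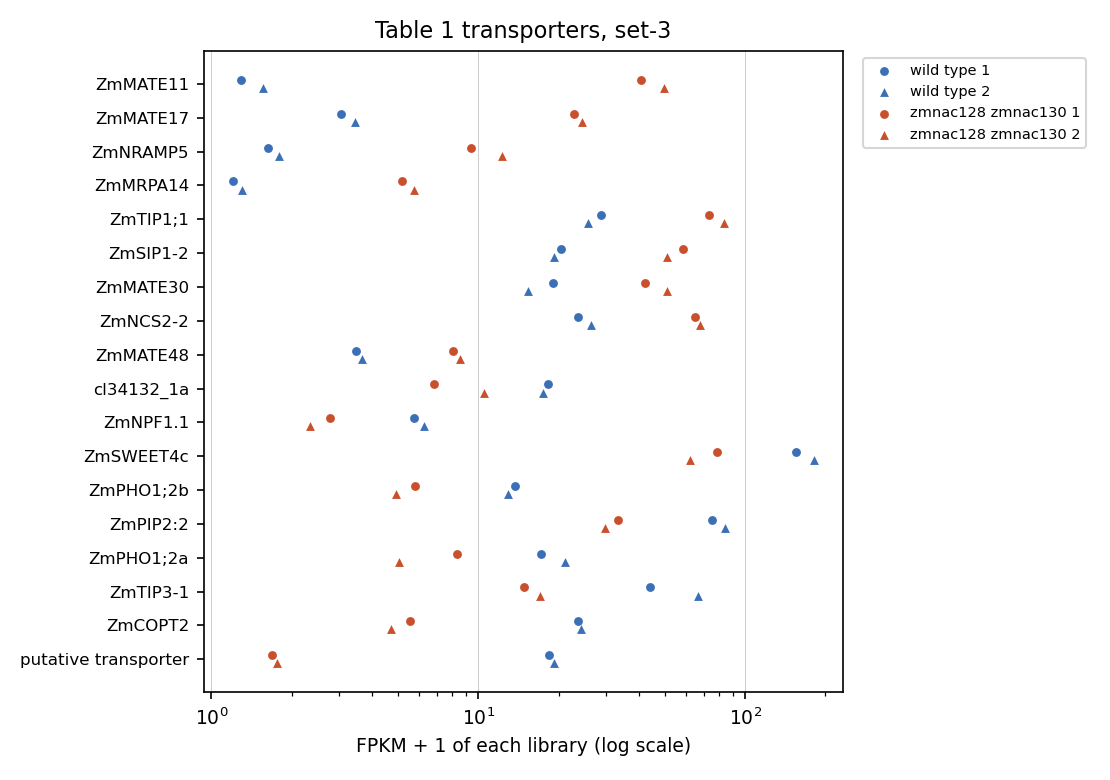
FPKM + 1 (log scale) of the 18 Table 1 transporters in each of the 4 set-3 libraries, wild type in blue and zmnac128 zmnac130 in red. In the 9 upper genes both mutant libraries lie above both wild-type libraries, and in the 9 lower genes below them.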

Among the nine upregulated transporters, six were closely associated with heavy-metal and metalloid (HMM) transport [40,41,42], including one C-type ABC transporter/multidrug resistance protein-related transporter ZmMRPA14, one natural resistance-associated macrophage protein ZmNRAMP5, and four multidrug and toxic compound extrusion transporters (ZmMATE4, ZmMATE11, ZmMATE17, and ZmMATE48). Therefore, we utilized inductively coupled plasma-mass spectrometry (ICP-MS) to measure the levels of various elements in mature kernels of the *zmnac128 zmnac130* mutant. In addition to Zn [26], the levels of eight other elements were also significantly altered in *zmnac128 zmnac130* kernels, including cadmium (Cd), lead (Pb), arsenic (As), boron (B), natrium (Na), phosphorus (P), magnesium (Mg), and molybdenum (Mo) (Figure 3A–D).

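The transporters associated with heavy metals and metalloids were higher in *zmnac128 zmnac130* of set-3, and of those named here *ZmMATE11*, *ZmNRAMP5* and *ZmMRPA14* stood below 1 FPKM in both wild-type libraries. *ZmMATE11*, of the multidrug and toxic compound extrusion family, had 0.287 and 0.565 FPKM in the wild-type libraries and 39.8 and 48.7 FPKM in the mutant libraries (log2 fold change 4.99, standard error 0.16, adjusted p = 2.74e-05 from limma). *ZmNRAMP5*, of a family of divalent metal transporters, had 0.624 and 0.797 FPKM against 8.39 and 11.3 FPKM (log2 fold change 2.65, SE 0.18, adjusted p = 2.13e-04 from limma). It lies on chromosome 7 of Zm-B73-REFERENCE-NAM-5.0 from 27796372 to 27800908 (RefSeq annotation). *ZmMATE17* rose from 2.26 ± 0.276 FPKM (SD, n = 2) to 22.7 ± 1.17 FPKM (SD, n = 2), and *ZmMRPA14*, an ABC transporter of the C family, had 0.203 and 0.297 FPKM in the wild-type libraries and 4.17 and 4.74 FPKM in the mutant libraries. The smaller changes were those of *ZmMATE48*, from 2.57 ± 0.13 to 7.31 ± 0.35 FPKM, and *ZmMATE30*, from 16.2 ± 2.56 to 45.6 ± 6.13 FPKM. Of the 5 maize NRAMP genes of Table S2, 2 were expressed enough to be tested. *ZmNRAMP5* was the one called, and the other had a log2 fold change of -0.74. The pseudocount of 1 shrinks the log2 fold changes of genes near 0. As plain ratios of mean FPKM, those of *ZmNRAMP5*, *ZmMRPA14* and *ZmMATE11* were 3.79, 4.16 and 6.70. With a pseudocount of 10, *ZmNRAMP5*, *ZmMRPA14* and *ZmMATE48* were not called.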

Notably, Cd, Pb, and As, which act as toxic HMMs closely related to grain safety [43], were significantly accumulated in *zmnac128 zmnac130* kernels. *OsNRAMP5*, which is an orthologous gene of *ZmNRAMP5* (Figure 4A), has been identified as the main Cd transporter in rice [44]. The expression of *ZmNRAMP5* was significantly upregulated in the endosperm filling of the *zmnac128 zmnac130* mutant compared to that in the WT (Figure 4C), indicating that this gene may be a major factor in the increased Cd content in the *zmnac128 zmnac130* kernels. However, DAP-seq analysis indicated that there were not any apparent peaks bound by ZmNAC128 and ZmNAC130 in the *ZmNRAMP5* promoter (Figure 4B). It is suggested that ZmNAC128 and ZmNAC130 seem to indirectly regulate the expression of *ZmNRAMP5*.

Moreover, the levels of two biofortified elements, Zn and Mg, significantly decreased in the mutant (Figure 3B). ZmNAC128 and ZmNAC130 were previously reported to control Zn accumulation in kernels by directly regulating *ZmYSL2* expression [26]. Hence, ZmNAC128 and ZmNAC130 have dual functions: they restrict the accumulation of toxic HMMs while promoting the biofortification of Zn and Mg in the kernel filling.

### 3.5. ZmNAC128 and ZmNAC130 Directly Regulate the Expression of Grain-Filling-Controlling P Transporter ZmPHO1;2

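The set-3 libraries measured *ZmPHO1;2a* and *ZmPHO1;2b*, a duplicate pair of PHO1-type phosphate transporters, and both were lower in *zmnac128 zmnac130*. *ZmPHO1;2a* (Zm00001eb191650), on chromosome 4 of Zm-B73-REFERENCE-NAM-5.0 from 177072399 to 177077670 (RefSeq annotation), had 16.1 and 20.2 FPKM in the wild-type libraries and 7.35 and 4.06 FPKM in the mutant libraries. Its log2 fold change was -1.55 (standard error 0.25, adjusted p = 0.00442 from limma). *ZmPHO1;2b* (Zm00001eb258520) had 12.8 and 12.0 FPKM against 4.79 and 3.92 FPKM, a log2 fold change of -1.32 (standard error 0.13, adjusted p = 7.88e-04 from limma). The fall of *ZmPHO1;2b* was thus larger than its spread, although the gene is not among the 243 hdEGs. The mutant libraries differed more in *ZmPHO1;2a*. Without the first or the second wild-type library its adjusted p from limma was 0.0611 and 0.081 and it was not called, with log2 fold changes of -1.71 and -1.40. With a pseudocount of 10 neither gene was called.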

Consistent with the significant reduction in P content (Figure 3C), two duplicate genes involved in maize grain phosphate transport, *ZmPHO1;2a* and *ZmPHO1;2b*, also exhibited significantly downregulated expression in the filing endosperms of the *zmnac128 zmnac130* mutant (Figure 5B; Table 1). Both *ZmPHO1;2a* and *ZmPHO1;2b* are highly expressed in endosperm filling (Figure S3) and are involved in determining the P content in kernels [8]. Electron in situ hybridization revealed that *ZmPHO1;2a* is expressed in the BETL, while *ZmPHO1;2b* is exclusively expressed in endosperm tissues surrounding the embryo (Figure S3). It is suggested that the two *ZmPHO1;2* genes function in the transfer of P at the interface of maternal/endosperm and endosperm/embryo.

To determine whether ZmNAC128 and ZmNAC130 directly regulate the expression of *ZmPHO1;2*, we performed a DAP-seq, which revealed that there were peaks bound by the two NACs in the promoters of *ZmPHO1;2a* and *ZmPHO1;2b*, with conserved NAC-binding motifs around the peaks (Figure 5A). Furthermore, DLR results indicated that LUC activity driven by the *ZmPHO1;2a* promoter was significantly greater in the presence of ZmNAC128 or ZmNAC130 than in the empty control. Moreover, the co-occurrence of two NACs further enhanced LUC activity compared to that of either one. In addition, LUC activity driven by the *ZmPHO1;2b* promoter was significantly increased in the presence of ZmNAC130 but not ZmNAC128 and the co-occurrence of the two NACs did not further enhance LUC activity compared to that of ZmNAC130 (Figure 5C). The results demonstrated that ZmNAC130 and ZmNAC128 play major roles in *ZmPHO1;2a* expression and minor roles in *ZmPHO1;2b* expression.

### 3.6. A Regulatory Mechanism of ZmNAC128 and ZmNAC130 in the Expression of the Endosperm-Specific Nitrate Transporter ZmNPF1.1

Among the downregulated transporter genes of these 243 hdEGs (Table 1), *ZmNPF1.1* is particularly interesting because it is a N transporter gene that is preferentially expressed in the BETL (Figure S3). 

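*ZmNPF1.1* (Zm00001eb152400) was lower in the *zmnac128 zmnac130* endosperm of set-3. It had 4.75 and 5.26 FPKM in the wild-type libraries and 1.79 and 1.35 FPKM in the mutant libraries. The log2 fold change was -1.23 (standard error 0.15, adjusted p = 0.00182 from limma), and -1.67 as a plain ratio of mean FPKM. It was the only gene described as a nitrate or peptide transporter of its family whose ID could be matched. It was not called with a pseudocount of 10.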

A real-time PCR confirmed that the expression of *ZmNPF1.1* was significantly downregulated in the endosperm filling of the *zmnac128 zmnac130* mutant (Figure 5B). To investigate whether ZmNAC128 and ZmNAC130 directly regulate the expression of *ZmNPF1.1*, DAP-seq analysis was performed, and the results revealed that there were apparent peaks bound by ZmNAC128 and ZmNAC130 in the *ZmNPF1.1* promoter, with the presence of the conserved NAC-binding motif around the peaks (Figure 5A). DLR assays further indicated that, compared to that in the empty control, LUC activity driven by the *ZmNPF1.1* promoter was significantly greater in the presence of ZmNAC128 or ZmNAC130, but the co-occurrence of two NACs did not significantly enhance the LUC activity (Figure 5C).

Furthermore, a previous study revealed that an exogenous jasmonic acid (JA) treatment strongly induces the expression of *ZmNPF1.1* [45]. Interestingly, among these 243 hdEGs, *ZmGH3.10* (Zm00001eb338800), which belongs to Group I of the GH3 (Gretchen Hagen3) family and is associated with JA-amino acid conjugation [46,47], was downregulated. 

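*ZmGH3.10* fell in *zmnac128 zmnac130* of set-3 from 11.3 ± 0.90 FPKM in the wild type (SD, n = 2) to 3.10 ± 0.42 FPKM in the mutant (SD, n = 2). Both mutant libraries, at 3.39 and 2.81 FPKM, lay below both wild-type libraries, at 10.6 and 11.9 FPKM. The log2 fold change was -1.58 (standard error 0.14, adjusted p = 4.88e-04 from limma). It was the only one of 12 jasmonate synthesis and signalling genes fixed beforehand whose ID could be matched, and it is an hdEG that the study chose partly on these samples. It was not called with a pseudocount of 10.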

As the conjugation of the amino acid isoleucine (Ile) to JA is critical for conferring major bioactivity and is central to JA signaling and responses [46], we utilized an ultraperformance liquid chromatography/tandem mass spectrometry (UPLC-MS/MS) system to measure the contents of JA and JA-Ile in the 20-DAP kernels of the *zmnac128 zmnac130* mutant. The results showed a significant reduction in both the JA-Ile and JA contents in the *zmnac128 zmnac130* mutant compared to those in the WT (Figure S4A), and the ratio of JA-Ile to JA was also significantly decreased in the mutant (Figure S4B). Since *ZmGH3.10* is highly expressed in endosperm filling (Figure S3), it likely plays an important role in the JA-Ile synthesis in maize grains. DAP-seq analysis revealed the binding peaks of ZmNAC128 and ZmNAC130 in the promoter with conserved NAC-binding motifs around the peaks (Figure 5A). DLR further confirmed that, compared to that in the empty control, LUC activity driven by the *ZmGH3.10* promoter was significantly greater in the presence of ZmNAC130 but not in the presence of ZmNAC128, while the co-occurrence of the two NACs further increased the LUC activity compared to that in the case of ZmNAC130 (Figure 5C).

Taken together, these results indicate that ZmNAC128 and ZmNAC130 not only directly regulate the expression of *ZmNPF1.1*, but also control the synthesis of active JA-Ile by regulating the expression of *ZmGH3.10*. This, in turn, modulated the expression of *ZmNPF1.1* through JA signaling.

## 4. Discussion

It is now widely recognized that a TF can influence the expression of hundreds, or even thousands, of genes in the tissues where it is expressed and functions. However, only a limited number, typically a few or at most dozens, of downstream genes of a single TF have been identified. Understanding the core regulatory network of a TF is akin to solving a complex puzzle, necessitating continuous exploration of its downstream genes to complete the picture. For instance, the regulatory network of O2, a core TF involved in grain filling in maize, has been extensively studied for more than 30 years. Numerous studies have contributed to expanding the body of knowledge of O2 [14,15,16,17,26,27,48,49,50,51]. Therefore, exploring the core regulatory network of a TF is a complex and challenging endeavor.

The seed is one of the most important sink organs of plants; it not only absorbs and assimilates from mature plants but also transports various nutrients and toxic HMMs from underground root tissues. The transport of these nutrients or toxic HMMs across the maternal/filial interface of the seed is tightly regulated by a diverse array of transporters. Targeting these transporters could be a promising direction for crop improvement. A recent study on iron biofortification in maize kernels is enlightening, as it revealed that by manipulating the expression of *ZmNAC78*, researchers enhanced the expression of its downstream iron transporters in the BETL and thereby improved the iron content in kernels [52].

This study showed that ZmNAC128 and ZmNAC130, as versatile central coordinators, control the accumulation of numerous substances and the synthesis of three major storage compounds (starch, protein, and lipids) in maize grains (Figure 6). First, ZmNAC128 and ZmNAC130 inhibit the expression of many transporters (ZmNRAMP5, MATE genes, etc.) to limit the entry of toxic HMMs into kernels. Second, ZmNAC128 and ZmNAC130 enhance the biofortification of Zn and Mg. These genes directly regulate *ZmYSL2* expression and thus promote Zn uptake. Third, ZmNAC128 and ZmNAC130 control the uptake of C-, N-, and P-related nutrients by directly regulating the expression of five crucial transporters, *ZmSWEET4c*, *ZmSUGCAR1*, *ZmNPF1.1*, and *ZmPHO1;2*. These two NAC TFs positively influence the phosphorus content of seeds by regulating the expression of *ZmPHO1;2*. Natural phosphorus reserves are limited, highlighting the importance of developing phosphorus-efficient crops. The rice phosphorus-starvation tolerance 1 (*OsPSTOL1*) gene plays a crucial role in grain yield under phosphorus-deficient soil conditions [53]. The homologous gene (Zm00001d049727, *ZmPSTOL1*) of *OsPSTOL1* in maize is almost not expressed in developing kernels [6,54], suggesting that ZmNAC128 and ZmNAC130 are unlikely to directly regulate *ZmPSTOL1* expression. So, overexpression of *ZmPSTOL1*, *ZmNAC128*, and *ZmNAC130* in maize should be a potential strategy to significantly enhance the grain yield in phosphorus-deficient soil.

Moreover, ZmNAC128 and ZmNAC130 also regulate *ZmGH3.10* expression to control the active JA-Ile content and thus the JA signaling for *ZmNPF1.1* expression and grain filling. Combined with the uptake of macro- and micronutrients, the two NACs collaborate with O2 to regulate the expression of all types of zein genes and 10 starch metabolism genes, as well as lipid synthesis in kernels.

Based on these findings, we plan to further increase the expression of *ZmNAC128* and *ZmNAC130* via the use of a strong BETL-specific promoter. This strategy should simultaneously inhibit the accumulation of toxic HMMs and promote biofortification in kernels. To further facilitate the synthesis of seed storage compounds, we also plan to genetically combine *27-kD γ-zein* promoter-driving varieties with BETL-specific promoter-driving varieties. Ideally, the expression of *ZmNAC128* and *ZmNAC130* will be enhanced, especially in the BETL and CSE, without affecting other agronomic traits. Our ultimate goal is to breed maize varieties that exhibit high yield, superior quality, biofortification, and safety.

## Figures and Tables

**Figure 1:**
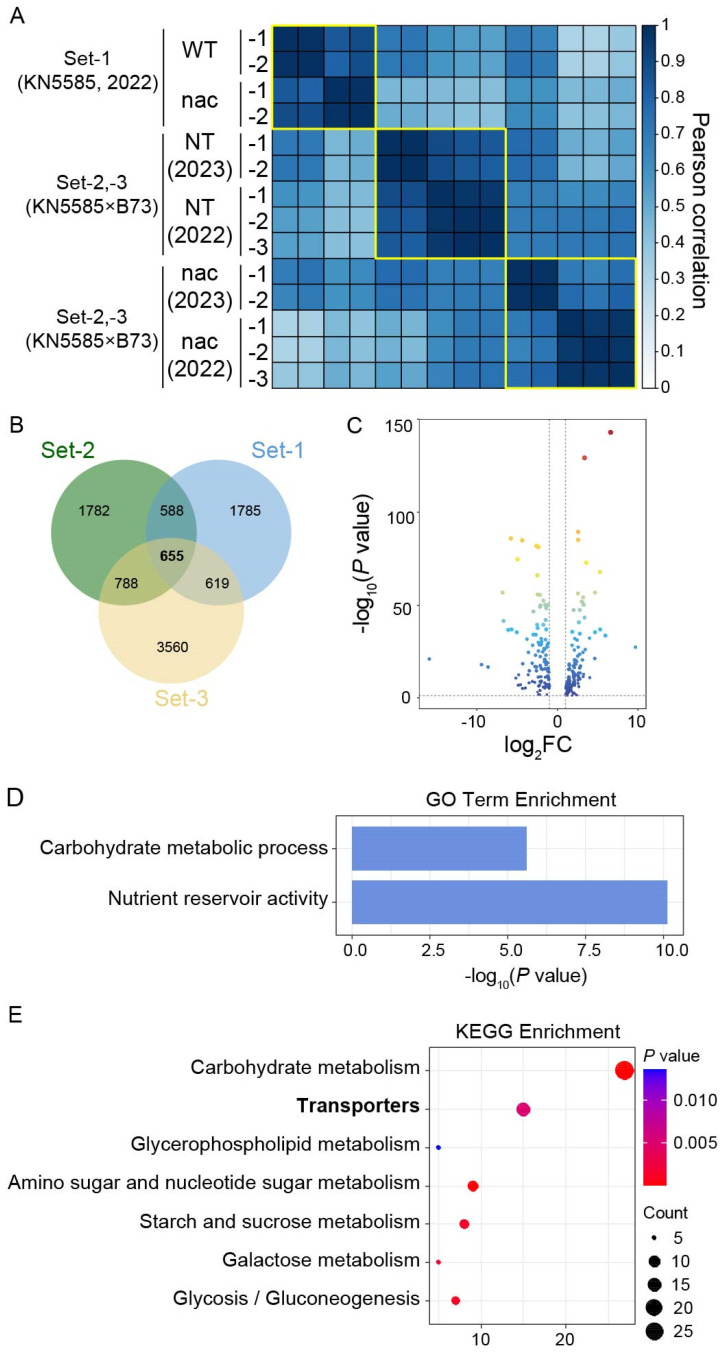
An analysis of transcriptomes from 16-DAP endosperms of *zmnac128 zmnac130* mutants with different genetic backgrounds and growing years. (**A**) A hierarchical clustering analysis of three sets of transcriptomes based on a Pearson correlation of gene expression. WT, wild type. NT, nontransgenic sibling segregated from crossing the inbred B73 with the *zmnac128 zmnac130* mutant in the inbred KN5585. nac, *zmnac128 zmnac130* mutant. -1, -2, and -3 represent three independent samples. 2022 and 2023 represent the two growing years. (**B**) A Venn diagram shows the dEGs in the three sets of transcriptomes. The number in each circle represents the number of dEGs. (**C**) A volcano plot displays the downregulated and upregulated genes among the hdEGs. (**D**,**E**) Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the 243 hdEGs are shown in (**C**).

**Figure 2:**
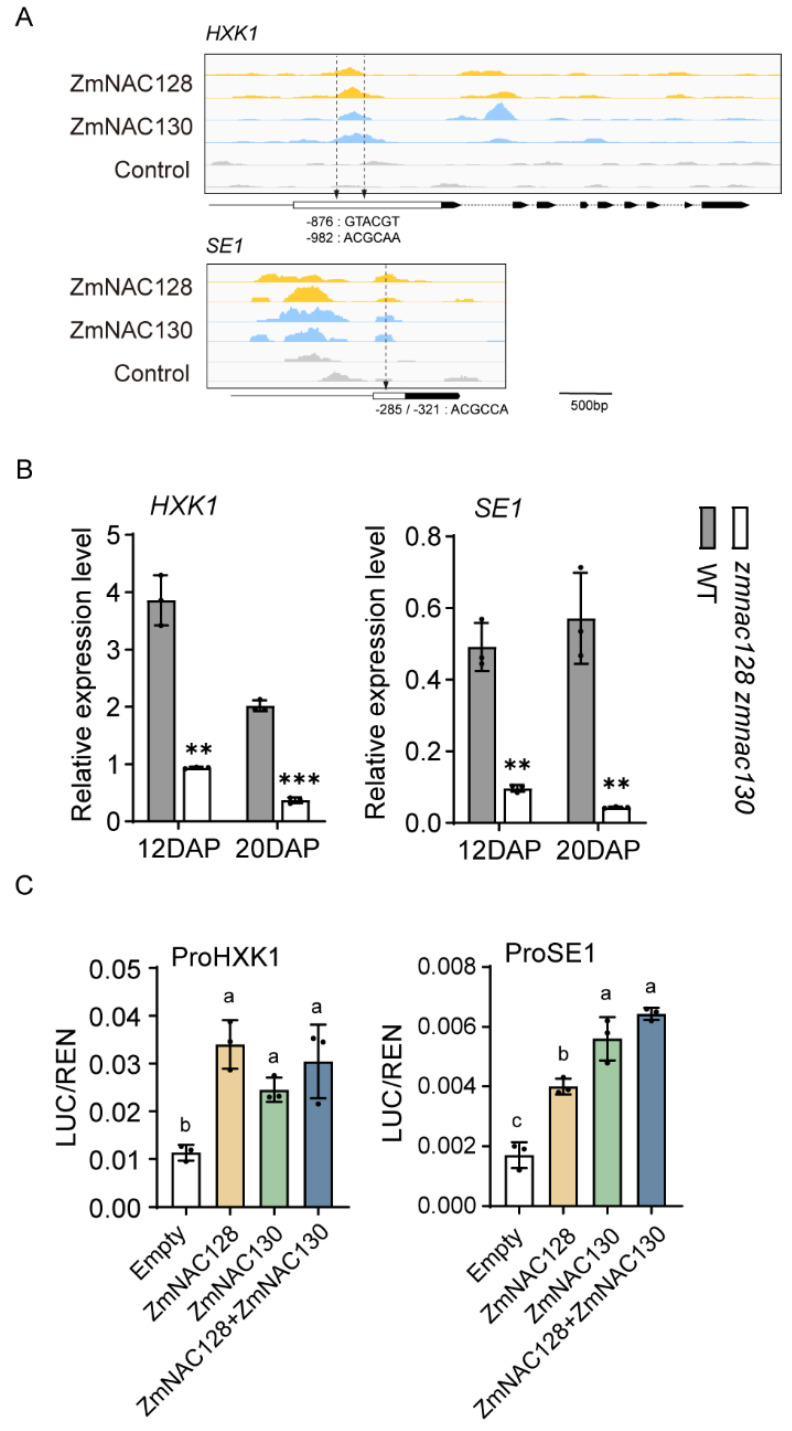
The identification of two carbohydrate metabolism-related genes, *HXK1* and *SE1*, as direct targets of ZmNAC128 and ZmNAC130. (**A**) DAP-seq analysis shows the binding peaks of ZmNAC128 and ZmNAC130 on these two gene promoters. The cis-elements (‘ACGCAA’ and ‘GTACGT’), which were previously identified [25,26], are marked by arrows in the promoters. (**B**) A real-time PCR indicates the relative expression levels of these genes in 12- and 20-DAP endosperms of the *zmnac128 zmnac130* mutant compared to those of the WT. The *ZmActin* was used as a reference gene for normalization, employing the default 100% efficiency setting for detected genes on the CFX Connect real-time PCR system. (**C**) DLR assays detect LUC activities driven by the promoters in the presence of ZmNAC128, ZmNAC130, or both. Empty, the negative control. The data represent the mean ± standard deviation (SD) of three independent samples (**B**,**C**). Significant differences (** *p* < 0.01 and *** *p* < 0.001) were determined using a Student’s *t*-test (**B**). Different lowercase letters indicate significant differences according to a one-way ANOVA with Tukey’s multiple comparisons test (*p* < 0.05) (**C**).

**Figure 3:**
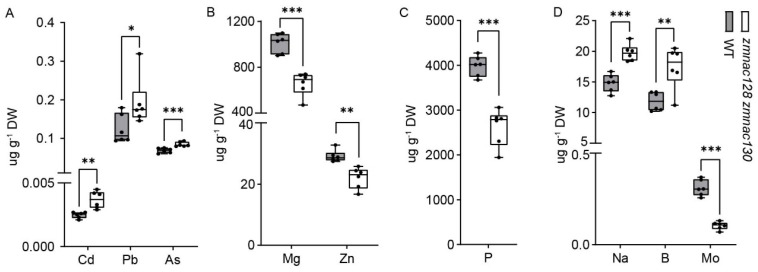
ZmNAC128 and ZmNAC130 affect the accumulation of numerous elements in mature kernels. (**A**) The levels of three toxic HMMs were significantly increased in mature kernels of the *zmnac128 zmnac130* mutant. (**B**) The levels of two biofortified elements were significantly decreased in mature kernels of the *zmnac128 zmnac130* mutant. The Zn content data were from our previous publication [25,26]. (**C**) The P level was significantly decreased in mature kernels of the *zmnac128 zmnac130* mutant. (**D**) The levels of Na, B, and Mo were significantly changed in mature kernels of the *zmnac128 zmnac130* mutant. The data represent the mean ± SD of 5 independent samples (**A**–**D**). Significant differences (* *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001) were determined via Student’s *t*-test.

**Figure 4:**
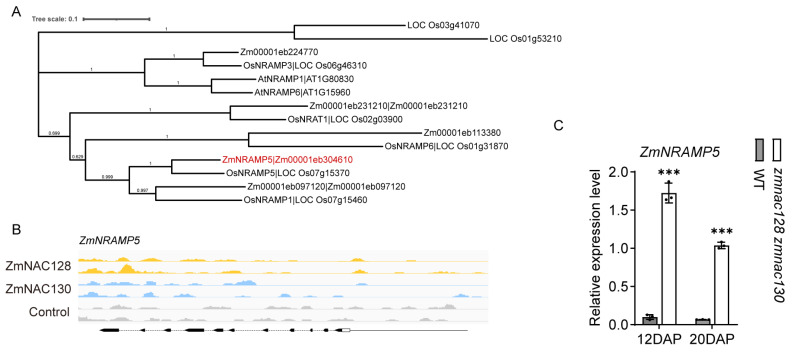
The identification of *ZmNRAMP5* as the direct target gene of ZmNAC128 and ZmNAC130. (**A**) A phylogenetic analysis depicting the relationship among NRAMP proteins from maize, rice, and Arabidopsis. The tree was generated by MEGA11 software using the blastp result of NRAMP protein sequences. Blastp is performed by phytozome v13 and the N-J method is used with 1000 bootstrap. (**B**) DAP-seq analysis shows the binding peaks of ZmNAC128 and ZmNAC130 on the promoter of *ZmNRAMP5*. (**B**) A real-time PCR indicating the relative expression levels of *ZmNRAMP5* in 12- and 20-DAP endosperms of the *zmnac128 zmnac130* mutant compared to those of the WT. *ZmActin* was used as a reference gene for normalization. (**C**) DLR assays detecting LUC activities driven by the *ZmNRAMP5* promoter in the presence of ZmNAC128, ZmNAC130, or both. Empty, the negative control. The data represent the mean ± SD of 3 independent samples (**B**,**C**). Significant differences (*** *p* < 0.001) were determined using a Student’s *t*-test (**B**). Different lowercase letters indicate significant differences according to a one-way ANOVA with Tukey’s multiple comparisons test (*p* < 0.05) (**C**).

**Figure 5:**
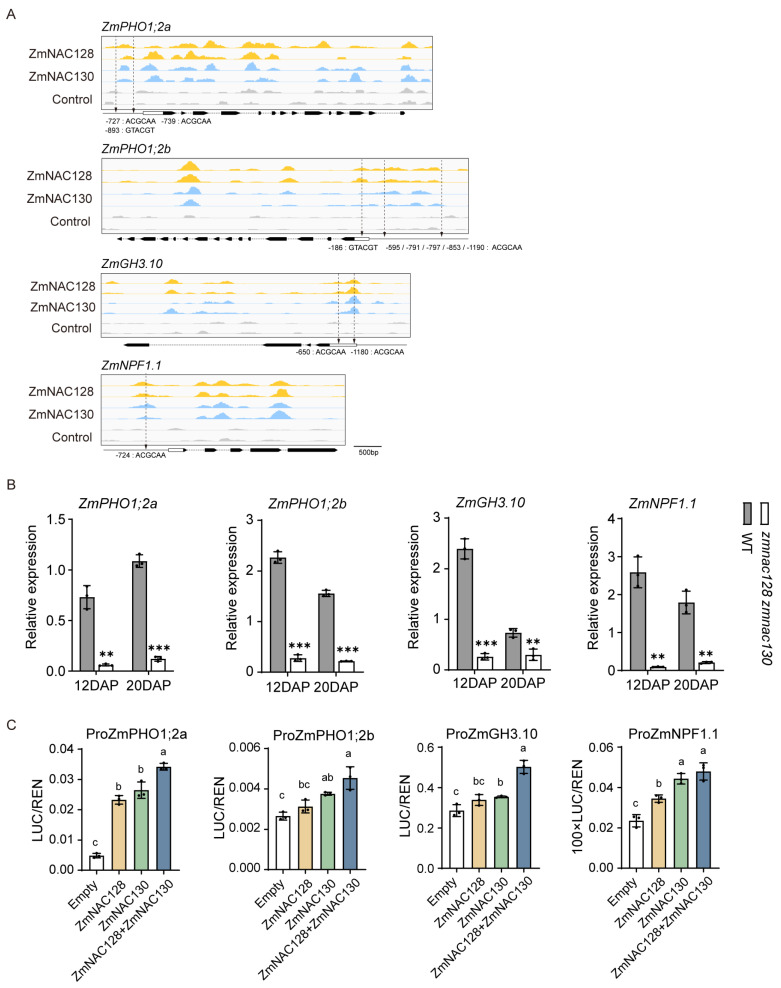
The identification of N-/P-related transporter genes and one JA-Ile synthesis-related gene as the direct targets of ZmNAC128 and ZmNAC130. (**A**) DAP-seq analysis shows the binding peaks of ZmNAC128 and ZmNAC130 on these four gene promoters. The cis-elements (‘ACGCAA’ and ‘GTACGT’), which were previously identified [25,26], are marked by arrows in the promoters. (**B**) A real-time PCR indicates the relative expression levels of these four genes in 12- and 20-DAP endosperms of the *zmnac128 zmnac130* mutant compared to those of the WT. *ZmActin* was used as a reference gene for normalization. (**C**) DLR assays detect LUC activities driven by the promoters in the presence of ZmNAC128, ZmNAC130, or both. Empty represents the negative control. The data represent the mean ± SD of 3 independent samples (**B**,**C**). Significant differences (** *p* < 0.01 and *** *p* < 0.001) were determined using a Student’s *t*-test (**B**). Different lowercase letters indicate significant differences according to a one-way ANOVA with Tukey’s multiple comparisons test (*p* < 0.05) (**C**).

**Figure 6:**
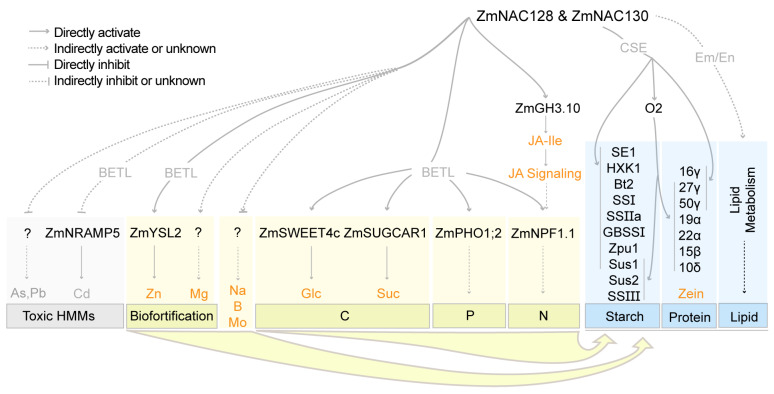
A working model for ZmNAC128 and ZmNAC130 acting as central coordinators in limiting toxic HMMs, promoting biofortification, and regulating the uptake and storage metabolism of C, N, and P nutrients. All target genes of ZmNAC128 and ZmNAC130 in this model were identified by the present study and our previous studies [25,26].

**Table 1:** Information on the transporter genes in the 243 hdEGs.

Transporters		Putative Transport Function	Set-1		Set-2		Set-3	
Gene Name	Gene ID		log_2_(FC)	*p* Value	log_2_(FC)	*p* Value	log_2_(FC)	*p* Value
*ZmNRAMP5*	Zm00001eb304610	HMMs	3.26	1.4 × 10^−13^	1.31	3.1 × 10^−3^	3.62	7.9 × 10^−67^
*ZmMRPA14*	Zm00001eb072510		5.31	2.6 × 10^−68^	2.84	6.5 × 10^−11^	3.77	6.6 × 10^−73^
*ZmMATE11*	Zm00001eb048860		6.58	9.6 × 10^−144^	5.90	3.6 × 10^−26^	6.89	2.5 × 10^−267^
*ZmMATE17*	Zm00001eb086100		4.65	1.9 × 10^−57^	3.29	8.7 × 10^−6^	3.38	5.0 × 10^−115^
*ZmMATE30*	Zm00001eb006660		3.02	1.6 × 10^−52^	2.53	7.1 × 10^−22^	1.15	1.6 × 10^−4^
*ZmMATE48*	Zm00001eb405390		1.95	3.9 × 10^−14^	1.18	3.4 × 10^−3^	1.37	3.3 × 10^−24^
*ZmTIP1;1*	Zm00001eb003730	Water	2.18	2.7 × 10^−19^	1.69	8.7 × 10^−4^	1.45	1.1 × 10^−37^
*ZmSIP1-2*	Zm00001eb349840	Water	1.37	1.2 × 10^−6^	2.09	4.3 × 10^−8^	1.47	9.3 × 10^−48^
*ZmNCS2-2*	Zm00001eb042450	-	1.51	3.4 × 10^−16^	1.58	9.5 × 10^−10^	1.40	8.5 × 10^−66^
*ZmNPF1.1*	Zm00001eb152400	Oligopeptide, phosphate ion	−2.35	1.7 × 10^−30^	−2.26	2.1 × 10^−5^	−1.57	1.2 × 10^−14^
*ZmCOPT2*	Zm00001eb151980	Copper	−1.15	1.5 × 10^−6^	−2.20	4.8 × 10^−2^	−2.85	2.2 × 10^−38^
*ZmPIP2:2*	Zm00001eb096680	Water	−4.33	9.7 × 10^−6^	−3.34	3.9 × 10^−12^	−1.44	2.5 × 10^−32^
*ZmTIP3-1*	Zm00001eb221090	Water	−2.49	7.8 × 10^−4^	−1.91	8.1 × 10^−8^	−2.14	1.2 × 10^−34^
*cl34132_1a*	Zm00001eb068600	-	−2.12	1.3 × 10^−50^	−2.11	3.5 × 10^−12^	−1.13	1.8 × 10^−13^
putative transporter	Zm00001eb323920	Phosphate ion	−5.68	1.3 × 10^−37^	−6.09	9.1 × 10^−41^	−4.51	1.1 × 10^−133^
*ZmSWEET4c*	Zm00001eb236810	Glucose	−3.12	8.8 × 10^−10^	−2.56	2.7 × 10^−3^	−1.25	1.4 × 10^−34^
*ZmPHO1;2a*	Zm00001eb191650	Phosphate ion	−1.19	1.4 × 10^−16^	−1.58	5.8 × 10^−7^	−1.52	2.4 × 10^−17^
*ZmPHO1;2b* ^1^	Zm00001eb258520	Phosphate ion	−0.13	1.1 × 10^−2^	−1.09	3.78 × 10^−2^	−1.48	3.5 × 10^−37^

Note: ^1^ This study investigated *ZmPHO1;2b*, which is not among the 243 hdEGs. FC represents fold change. The *p* value was calculated with DESeq2R.

## Data Availability

RNA-Seq data are available from the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo, accessed on 1 January 2024) under the accession number GSE252297.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes15060663/s1, Figure S1: The lipid content was significantly reduced in the mature kernels of the *zmnac128 zmnac130* mutant; Figure S2: An electronic RNA in situ hybridization showing the spatial expression pattern of 18 transporter genes from Table 1 in 12-DAP kernels; Figure S3: The spatiotemporal expression pattern of *ZmPHO1;2*, *ZmNPF1.1*, and *ZmGH3.10*; Figure S4: The content and ratio of JA-Ile to JA in 20-DAP kernels of the *zmnac128 zmnac130* mutant; Table S1: The information of mapped reads in three sets of RNA-seq; Table S2: The proteins used as blastp query sequences; Table S3: The primer sequences used in this article; Dataset S1: The 243 hdEGs are commonly present in the three sets of transcriptomes from 16-DAP endosperms of zmnac128 zmnac130 mutants; Dataset S2: The raw data and detailed statistical analysis used in this study.

# Supplementary material for: Central Roles of ZmNAC128 and ZmNAC130 in Nutrient Uptake and Storage during Maize Grain Filling
**Source:** Genes (Basel). 2024 May 23;15(6):663. doi: 10.3390/genes15060663
**Supplement:** Supplementary file 1

Supplementary figures and figure legends

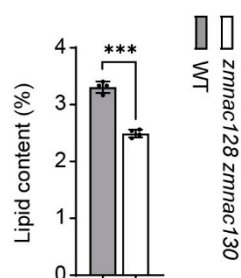

Figure S1. The lipid content was significantly reduced in mature kernels of the *zmnac128 zmnac130* mutant. The data represent the means $\pm$ SDs of 3-5 independent samples (A-H). Significant differences (***) $P < 0.001$ were determined via Student's t- test.

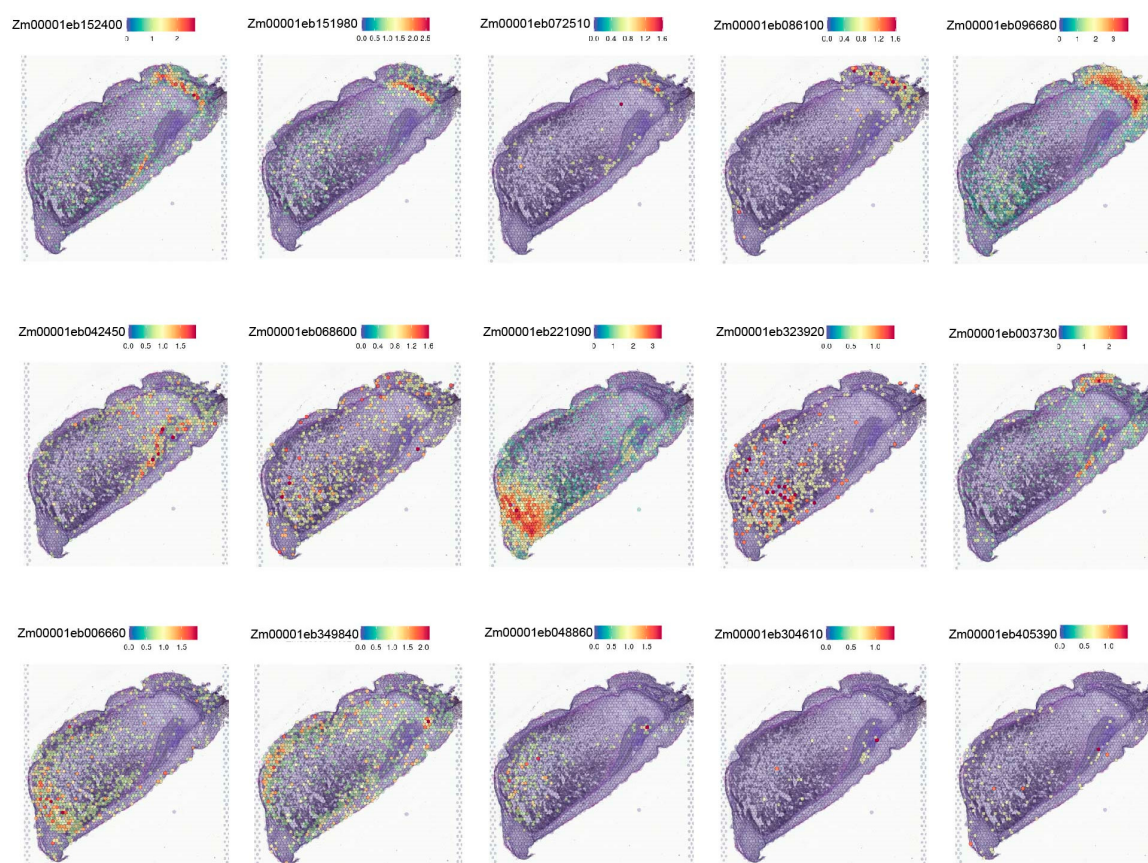

Figure S2. Electronical RNA in situ hybridization showing the spatial expression pattern of 18 transporter genes from Table 1 in 12-DAP kernels. The results were obtained from a web-based platform (<http://119.78.67.206:3838>) [1].

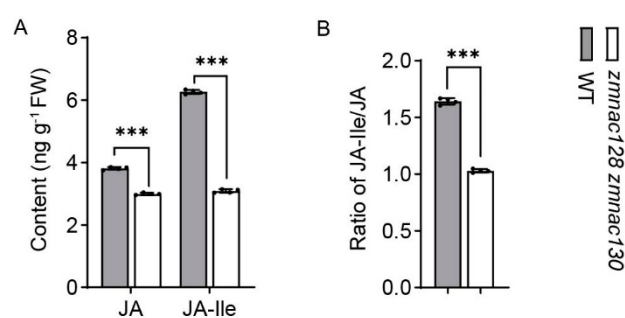

Figure S4. The content and ratio of JA-Ile to JA in 20-DAP kernels of the *zmna128 zmna130* mutant. The data represent the means $\pm$ SDs of 3-5 independent samples (A-H). Significant differences (***P < 0.001) were determined via Student's *t*-test.

Table S1. The information of mapped reads in three sets of RNA-seq.

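Table S1 lists, for each library of the 3 sets, the clean reads, those mapped to the B73 genome and their share. For set-3 it gives 38462100 and 35473672 mapped reads for the first and second nontransgenic samples (92.83% and 92.93% of the clean reads) and 42986500 and 39945709 for the first and second *zmnac128 zmnac130* samples (91.41% and 92.38%). It also lists a sample numbered 3 in each genotype, with 39584841 and 38412311 mapped reads. These read counts are the paper's values. The deposited columns labelled replicate 3 hold the FPKM values of replicate 1, so the samples numbered 3 are not analysed here. For the 243 hdEGs only, Dataset S1 gives FPKM values of these samples, which equal those of replicate 1 in 0 of 243. They were used in no fit, and calls lost on leaving out a library were not set beside them. Relative to the first wild-type sample, the second had 0.922 times as many mapped reads, the first mutant sample 1.12 times and the second 1.04 times. By the steps of the FPKM values these ratios were 0.924, 1.08 and 1.03.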

Sample	Total clean reads	Average of total clean reads	Total Mapped(%)	Average of total mapped
Set-1-WT-1	54,823,284	60,195,153	49,826,079 (90.88%)	51,413,251 (91.42%)
Set-1-WT-2	49,662,578		45,263,339 (91.14%)	
Set-1-nac-1	66,108,152		60,725,809 (91.86%)	
Set-1-nac-2	54,254		49,837,776 (91.81%)	
Set-2-NT-1	41,402,634	43,145,919	39,358,845 (95.06%)	40,913,225 (94.82%)
Set-2-NT-2	41,865,216		39,858,443 (95.21%)	
Set-2-NT-3	45,752,282		43,164,651 (94.34%)	
Set-2-nac-1	47,935,558		45,605,130 (95.14%)	
Set-2-nac-2	41,094,082		38,943,591 (94.77%)	
Set-2-nac-3	40,825,746		38,548,687 (94.42%)	
Set-3-NT-1	41,432,552	42,374,768	38,462,100 (92.83%)	39,144,188 (92.40%)
Set-3-NT-2	38,172,099		35,473,672 (92.93%)	
Set-3-NT-3	42,681,527		39,584,841 (92.74%)	
Set-3-nac-1	47,026,895		42,986,500 (91.41%)	
Set-3-nac-2	43,240,158		39,945,709 (92.38%)	
Set-3-nac-3	41,695,378		38,412,311 (92.13%)	

Note: WT, wild type. NT, nontransgenic sibling segregated from crossing the inbred B73 with *zmnac128 zmnac130* double mutant in the inbred KN5585. nac, *zmnac128 zmnac130* mutant. -1, -2, and -3 represent three independent samples.

Table S2. Proteins used as BLASTP query sequences.

Identifier	Species	Source
AT1G15960.1	<i>Arabidopsis thaliana</i>	Phytozome 13
AT1G80830.1	<i>Arabidopsis thaliana</i>	Phytozome 13
LOC_Os07g15460.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os07g15370.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os01g53210.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os01g31870.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os03g41070.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os02g03900.1	<i>Oryza sativa</i>	Phytozome 13
LOC_Os06g46310.1	<i>Oryza sativa</i>	Phytozome 13
Zm00001eb304610_T004	<i>Zea mays</i>	Phytozome 13
Zm00001eb097120_T001	<i>Zea mays</i>	Phytozome 13
Zm00001eb113380_T002	<i>Zea mays</i>	Phytozome 13
Zm00001eb224770_T001	<i>Zea mays</i>	Phytozome 13
Zm00001eb231210_T001	<i>Zea mays</i>	Phytozome 13

Table S3. Primers used in this study.

			sequence (5' - 3')
DLR assay	SE1 promoter	F	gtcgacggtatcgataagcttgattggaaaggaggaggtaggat
	(pGREEN)	R	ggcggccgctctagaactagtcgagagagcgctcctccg
	HXK1 promoter	F	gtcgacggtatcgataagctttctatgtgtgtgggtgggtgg
	(pGREEN)	R	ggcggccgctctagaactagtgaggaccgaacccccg
	ZmNPF1.1 promoter	F	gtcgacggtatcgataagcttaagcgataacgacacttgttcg
	(pGREEN)	R	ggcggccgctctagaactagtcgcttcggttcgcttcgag
	ZmPHO1;2a promoter	F	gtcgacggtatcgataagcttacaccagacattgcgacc
	(pGREEN)	R	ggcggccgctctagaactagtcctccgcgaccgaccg
	ZmPHO1;2b promoter	F	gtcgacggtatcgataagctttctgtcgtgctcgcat
	(pGREEN)	R	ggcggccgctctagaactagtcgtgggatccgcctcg
	ZmGH3.10 promoter	F	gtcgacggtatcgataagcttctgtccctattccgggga
	(pGREEN)	R	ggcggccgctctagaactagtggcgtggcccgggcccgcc
RT-qPCR	ZmNRAMP5 promoter (pGREEN)	F	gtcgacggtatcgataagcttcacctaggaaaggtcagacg
		R	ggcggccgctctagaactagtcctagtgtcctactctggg
	ZmNAC128 CDs (pRI101)	F	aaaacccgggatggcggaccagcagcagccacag
		R	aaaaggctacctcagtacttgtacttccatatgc
	ZmNAC130 CDs (pRI101)	F	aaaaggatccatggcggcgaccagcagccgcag
		R	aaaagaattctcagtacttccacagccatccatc
	SE1	F	gtcatgatgggggctatctga
		R	tggctctcgtgacgaaca
	HXK1	F	atttggcactggcacaacag
		R	tgacctgaagtacagcaaaatcg
	ZmNRAMP5	F	aggcgcagcaagtctctaag
		R	cgtctccaagttgccaggat
	ZmPHO1;2a	F	ttgcgcaaggattggtgttc
		R	catctttctgaccctggcg
	ZmPHO1;2b	F	ggaataagctcaggcgggtg
		R	tgcaacaattctcaatcgaccac
	ZmNPF1.1	F	ccggacgaaacagaaaagcc
		R	ccgaaccaaacgcaaagtct
	ZmGH3.10	F	ataccggacttctacgcc
		R	atcgtgggcatgaactctc
	ACTIN	F	gctacgagatgcctgatggtc
		R	ccccactgaggacaacg

References

- [1] Fu Y, Xiao W, Tian L, et al. Spatial transcriptomics uncover sucrose post-phloem transport during maize kernel development. *Nature communications* **2023**, *14*, 7191-.
- [2] Chen J, Zeng B, Zhang M, et al. Dynamic transcriptome landscape of maize embryo and endosperm development. *Plant Physiol* **2014**, *166*, 252-64.

How the deposited data were processed for this re-analysis (not part of the article)

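Set-3 of the study was analysed: RNA-seq of 16-DAP endosperm of *zmnac128 zmnac130* and of wild-type siblings from a KN5585 × B73 cross, grown in 2023. The labels name no set or year, and the samples were taken as set-3 because the paper describes it as the one set made for this study in that background. Set-1 and set-2 are not analysed here.

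The authors deposited FPKM values of 44303 genes in 2 tables with 6 sample columns. The paper states that clean paired-end reads were aligned to the B73 genome RefGen_v5 with HISAT2, which the submitters' processing notes also name without a version. The program that counted reads and made the FPKM values is not given in the sources used here. The authors name DESeq in the methods and DESeq2R beside Table 1 for their own tests. Each library was scaled by the authors to its own total.

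The columns labelled replicate 3 hold the values of replicate 1 in both genotypes, so each pair was counted once and 2 libraries per genotype were compared. The design written before the data were examined had 3 samples per genotype and a term for the deposited table. With replicate 3 a copy, that term cannot be estimated and was left out, and p-values rest on 2 residual degrees of freedom plus 4.04 prior degrees of freedom shared across genes. The fit with 6 columns was run as an alternative. The depth was 26317317 to 30696032 reads in genes per library, inferred from the steps of the FPKM values.

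Genes with a mean FPKM of at least 1 were kept (19082). Their log2(FPKM + 1) values were compared between genotypes with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided), with Benjamini-Hochberg adjustment over the genes kept. A call needed an absolute log2 fold change above 1 and an adjusted p below 0.05. Lists with at least 5 tested members were set against all other genes with camera, at a preset correlation between genes of 0.01 and again with an estimated correlation. With fry, which makes no comparison with other genes, they were tested for a change that goes on balance one way. The share of FPKM in zeins was compared by an exact permutation test, and libraries by Pearson correlation of FPKM. Python 3.11.15 with numpy, pandas, scipy and matplotlib served for the other steps. The procedure was tested on simulated data with known changes.

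Of 38 gene lists fixed before the data were examined, 24 had at least 1 member that could be matched and 7 were large enough for camera. The deposited tables hold IDs without names. Names came from Table 1, Dataset S1, Dataset S2 and, through the accessions of Dataset S1, from RefSeq, which matched 176 of the 243 hdEGs. Lists given by symbol or description therefore reach only genes the study had already selected, and 14 lists, among them embryo, aleurone and photosynthesis markers by symbol, endoplasmic reticulum chaperones and the transcription factors named in the paper, were not tested. Places of genes are those of the RefSeq annotation of Zm-B73-REFERENCE-NAM-5.0, the build the paper names. Named genes are every gene the paper names whose ID is known, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 10 FPKM in the genotype where they are higher and no overlap between genotypes, and up to 4 called members of each list with up to 2 that go against its majority. The paper's values for its own genes had been seen when this rule was written.

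The alternatives were other pseudocounts (0.1 and 10), no filter and a filter at 10 FPKM, median-of-ratios scaling, TPM, scaling without zeins, a replicate block, unadjusted p, no fold change threshold, eBayes without trend and leaving out each library. Fits on all 6 columns, a pseudocount of 0.1 with no filter, and limma voom on reads recovered from the FPKM steps were added after the data had been seen.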

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

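Zm00001eb099950 was singled out after its values were seen, and Zm00001eb341550 among the 10 largest rises likewise. Of the called genes of set-3, 2368 lie outside the 243 hdEGs on which the paper concentrates, 1104 higher and 1264 lower in *zmnac128 zmnac130*. *ZmPHO1;2b*, which the paper also studies, is among them. Of the 10 largest falls, 4 were listed at 0 in both mutant libraries, and 3 lie next to each other in gene order. In all, 24 tested genes were at 0 in both mutant libraries and at 10 FPKM or more in both wild-type libraries, and 11 the other way. Reads were aligned to the B73 genome, while the samples come from a cross of B73 with KN5585. Unequal shares of the 2 genomes could thus also give such values, which was not tested.

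Among called genes with a mean of at least 10 FPKM in the genotype where they are higher, the largest rise was that of Zm00001eb421480, from 0.463 and 0.201 FPKM in the wild-type libraries to 248 and 316 FPKM in the mutant libraries (log2 fold change 7.73, adjusted p = 1.03e-05 from limma). The most abundant transcript among the 10 largest rises, Zm00001eb341550, went from 247 and 248 FPKM to 8236 and 8199 FPKM (log2 fold change 5.05) and from rank 204 to rank 6 of all genes by mean FPKM. The largest fall among these genes was that of Zm00001eb355410, from 310.3 and 422 FPKM to 0.260 and 0.0817 FPKM (log2 fold change -8.28). Zm00001eb099950, an hdEG without a description, ranked 4 of all genes in the wild type and fell from 20183 and 18915 FPKM to 662 and 606 FPKM (log2 fold change -4.95). These IDs are not paired with names in the sources used here, and the paper does not discuss them.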

How the results depend on the processing

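The values with all 6 columns, with a pseudocount of 0.1 and no filter and with limma voom were added after the data had been seen. Of the 69 named genes called, 0 changed direction under any alternative, and 58 stayed called whichever library was left out. The number of called genes was 612 with a pseudocount of 10 (305 higher, 307 lower), 936 with a mean FPKM of at least 10 (510 and 426, from fewer genes tested), 8369 without a fold change threshold (4374 and 3995), 5011 with a pseudocount of 0.1 and no filter (2261 and 2750) and 5385 with voom and no filter (2345 and 3040). With a pseudocount of 10, 131 of the 243 hdEGs, 11 Table 1 transporters and 2 of the heat shock genes were called, since it shrinks the fold changes of weak genes. Leaving out each library in turn gave 2153 to 2732 called genes, 1034 to 1287 higher and 1054 to 1501 lower, 188 to 219 hdEGs, 3 to 10 nutrient reservoir genes (3 without the first wild-type library, 4 without the second) and 2 to 7 zeins (2 without either). A genotype left with 1 library was assumed to vary like the other. The camera test of heat shock genes lost its call with an estimated correlation (adjusted p = 0.399), with a mean FPKM of at least 10 (0.0798), with eBayes without trend (0.0506), without the second wild-type library (range over left-out libraries 0.0285 to 0.0558) and with 6 columns with (0.0732) and without (0.0794) a table term. The nutrient reservoir and zein tests lost theirs with an estimated correlation (0.399 each). The list of starch and sucrose metabolism turned downward with a mean FPKM of at least 10 (0.805), and starch synthesis with TPM (0.995), both far from the threshold. The highest correlation between genotypes was 0.955 on the log2 scale and 0.919 by Spearman, and the lowest within a genotype 0.964 by Spearman. The cause was not tested. The same replicate numbers mark no pairing known from the sources, and the correlation over genes of the differences between libraries 1 and 2 was -0.078 between genotypes. With a replicate block 1251 genes were higher and 1381 lower. Leaving out replicate 3, the fit without a table term and the fit on replicates 1 and 2 equal the reported one by construction. An FPKM of 1 in a gene of 1000 bases rests on 28.5 reads, so depth limits only short or weak genes such as *SE1*.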

Differences from the paper's values

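The fits with a pseudocount of 0.1 and no filter and with voom were chosen after seeing the values. The paper reports 5622 dEGs in set-3, and 2598 genes were called here at the fold change and adjusted p thresholds of its methods. The paper's results name a p value instead, and with an unadjusted p the number was 2622. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's only without a fold change threshold (8369). The other alternatives set before the data were examined, which gave 612 to 3441, did not. A pseudocount of 0.1 with no filter (5011) and limma voom on recovered reads with no filter (5385), both chosen after seeing the values, also came within 1.5 times, and leave 10 and 6 of the paper's 243 hdEGs uncalled.

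The log2 fold changes of Table 1 were set beside the log2 ratio of mean FPKM without a pseudocount. On that scale 13 of its 18 values for set-3 lay within the replicate SD of the values here, and 5 did not, all with the same sign. *ZmMRPA14* was 4.16 here and 3.77 in the paper, and came within the SD with a pseudocount of 0.1 (3.71) and without the first wild-type library (3.91). *ZmMATE30* was 1.49 here and 1.15 in the paper, and came within it with a pseudocount of 10 (1.08), without the second wild-type library (1.34) and without the second mutant library (1.35). The putative transporter was -4.62 here and -4.51 in the paper, and came within it with a pseudocount of 0.1 (-4.44), TPM (-4.54), without the second wild-type library (-4.59) and without the first mutant library (-4.55). *ZmMATE48* was 1.51 here and 1.37 in the paper, and *ZmCOPT2* -2.48 here and -2.85 in the paper, and for these no alternative set before the data were examined came within it. Table S1, Dataset S1 and Dataset S2 list 3 samples per genotype for set-3, whereas Figure 1A draws 2 and the paper's text counts fewer transcriptomes than Table S1 lists, so that the number of samples behind the paper's values is not certain. The values here rest on 2 distinct libraries.

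The paper lists *SE1* as downregulated. It fell below the filter here and was not tested, and it was called lower with TPM and with voom and no filter. Of the 13 hdEGs not called or not tested here, 9 were called without a fold change threshold, 5 with a pseudocount of 0.1, 5 with TPM, 2 without the second wild-type library, 3 without the first mutant library and 4 without the second mutant library. Among the fits chosen after seeing the values, voom called 5 of them, voom with no filter 7, a pseudocount of 0.1 with no filter 6 and each fit on 6 columns 2. The paper's text names *ZmMATE4* among the upregulated transporters, where Table 1 lists *ZmMATE30*. For 1 sample of set-1, Table S1 gives fewer clean reads in total than mapped reads, a value the column cannot hold.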

Other observations

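The tests of the copied columns, of close neighbours, of replicate differences, of the median outside the zeins and of other splits of the libraries were chosen after the result was seen, as was the bound on power in the test of the cross. Several hdEGs that the paper does not discuss were called in set-3. They were selected by the study partly on these samples, so neither their direction nor the share called is independent evidence. Of 5 hdEGs described as heat shock proteins or chaperonins, which help other proteins fold, 4 were called higher. Members of this and the following families outside the hdEGs could not be matched. A low molecular weight heat shock protein rose from 41.3 ± 1.94 FPKM in the wild type (SD, n = 2) to 131 ± 9.36 FPKM in *zmnac128 zmnac130* (SD, n = 2), and a mitochondrial chaperonin from 30.0 ± 1.94 to 68.3 ± 2.89 FPKM. An HSP40/DnaJ gene had a log2 fold change of -0.83 and was not called. With camera from limma the list had an adjusted p = 0.0349, and an adjusted p = 0.399 with an estimated correlation. All 3 hdEGs matched to sulfur assimilation were called higher, among them a sulfite reductase, from 62.9 ± 1.31 to 132 ± 0.46 FPKM. The call of RESPONSE TO LOW SULFUR 3 was lost without the second wild-type library (log2 fold change 1.27, adjusted p = 0.0537 from limma). An ATP-sulfurylase with a log2 fold change of 1.01 lost its call without the first wild-type or the second mutant library (0.93 and 0.99), and with the same FPKM sum without zeins. None of the 3 sulfur genes was called with a pseudocount of 10, nor was the mitochondrial chaperonin.

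Both matched genes of the low-oxygen list were called higher. Pyruvate decarboxylase 1, of ethanol fermentation, rose from 24.2 ± 1.93 to 188 ± 36.0 FPKM, and a cytoplasmic aldolase of glycolysis from 591 ± 8.35 to 1855 ± 300.7 FPKM. *bx6*, the only matched gene for synthesis of benzoxazinoids, a class of grass defence compounds, rose from 1.09 ± 0.91 to 13.7 ± 3.68 FPKM. Expansin-B4, which loosens cell walls, rose from 37.3 ± 6.60 to 123 ± 21.4 FPKM. Of the 3 hdEGs described as expansins, 2 were called higher, while beta-expansin 1a had a log2 fold change of 0.58 and was not called. The other called one, alpha-expansin 6, lost its call without the first (log2 fold change 1.08, adjusted p = 0.103 from limma) or the second (1.36, adjusted p = 0.0688) wild-type library and without the second mutant library (log2 fold change 0.90). Both matched protease and amylase inhibitors, an alpha-amylase/subtilisin inhibitor and a subtilisin-chymotrypsin inhibitor, were called lower, with log2 fold changes of -1.81 and -1.08. Without the first wild-type library their adjusted p from limma was 0.118 and 0.0767 (log2 fold changes -1.65 and -1.02), and without the second 0.0852 and 0.0657 (-1.96 and -1.13). The subtilisin-chymotrypsin inhibitor also lost its call with TPM. A photosystem II reaction center W protein rose from 7.51 ± 0.21 to 16.8 ± 0.45 FPKM. It was the only matched gene of its list. The photosystem gene, alpha-expansin 6 and the alpha-amylase/subtilisin inhibitor were not called with a pseudocount of 10.

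Tested with fry from limma, which asks whether the genes of a list change on balance one way and makes no comparison with other genes, the 7 lists given to camera had adjusted p from 0.00713 (heat shock proteins and chaperonins) to 0.0435 (starch and sucrose metabolism). Nutrient reservoir genes and zeins went down (0.0143 each). Transporters of Dataset S2 (0.0169), Table 1 transporters (0.0277) and starch synthesis (0.0285) went up on balance, as did the list of starch and sucrose metabolism, although each of these 4 lists holds genes called in both directions. Their mean log2 fold changes were 0.57, 0.25, 0.0091 and 0.087 in this order. Apart from *ZmPHO1;2b*, the members tested are hdEGs already selected as changed, so a low p from fry was largely set by that selection.

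The replicate 3 columns of both genotypes hold the values of the replicate 1 columns. They are not 2 separate libraries with equal values, since 29295 genes above 0 in the wild type held identical numbers and 0 did between replicates 1 and 2. That replicate 1 values were deposited again under replicate 3 is consistent with Dataset S1, whose samples numbered 3 equal the deposited replicate 3 columns in 0 of 243 hdEGs. The paper's own correlation of its samples 1 and 3, in Dataset S2, is 0.995 in the wild type and 0.976 in *zmnac128 zmnac130*. No biological explanation was tested.

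Genes called between the genotypes gather slightly in stretches of neighbouring genes: along the order of gene numbers, pairs of called genes 11 to 100 apart were 1.08 times as many as in 10000 permutations within expression classes (one-sided permutation p = 0.0001, the smallest they can give), and a window of 100 genes held up to 35 called ones, against 34 at most in the permutations. That window held 4 of the 10 nutrient reservoir genes, and 26 of its 35 calls were lower. The next fullest window held 33 called genes, no more than the permutations reached. Tandem copies and close neighbours that share reads or regulation are argued against as the whole cause, since pairs more than 100 and up to 500 genes apart were still 1.03 times as many, above the permutations (p = 0.0001, the smallest they can give). A gathering that any difference between libraries shows cannot be told apart for differences like those between the 2 wild-type libraries, whose ratios of 1.07 and, at the longer distance, 1.02 lay closer to those of the called genes than the spread of the permuted ones, whereas differences between the 2 mutant libraries gathered less (1.04, and 0.992 at the longer distance, one-sided permutation p = 0.99). Stretches of the B73 and KN5585 genomes carried unequally by the pooled endosperms may also contribute, and their part cannot be told apart either. Near *ZmNAC128* and *ZmNAC130* the cross makes them unequal, since the mutant alleles came from KN5585 and the wild-type alleles from B73. The places of these 2 genes are not known from the sources used here, so calls around them were not examined. The pairs of called hdEGs, 260, lay at percentile 50.7 of equally many other called genes, which met the bound set beforehand against this explanation. Random tested genes, with a median of 247 pairs, lie inside the central range of those draws (227 to 297). The test could therefore hardly tell gathered genes from genes placed at random, and decides nothing. An effect of the mutations on whole regions was not tested.

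Nearly as many genes were called higher as lower while the storage protein transcripts fell. A larger share of the FPKM total for all other genes once the zeins fall would raise those genes alike. FPKM outside the 7 matched zeins summed to 563751 and 553815 in the wild-type libraries and 557552 and 571682 in the mutant libraries. These sums still hold other abundant transcripts that fell. Zm00001eb099950 had a mean of 19549 FPKM in the wild type and 634 in the mutant, and the putative storage protein Zm00001eb166950 had 8327 and 2006. Similar sums therefore do not show whether the remaining genes rose, and decide nothing. The median log2 fold change of the genes outside these zeins was 0.0069 (SD over genes 0.82). Its staying below 1, which a call needs, decides nothing, since zeins at 9.27% of wild-type FPKM could not free that much. The test set beforehand, scaling each library to the same sum without these zeins, left 1197 of the 1227 genes called higher, but it decides nothing, since it moved the median of all genes only from 0.0068 to -0.0062. A part in genes near the threshold stays open. A response of these genes to the mutations, direct or indirect, stays as a hypothesis.

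The real grouping of the 4 libraries gave 2598 called genes, and the 2 other splits into 2 against 2 gave at most 0 (limma, 4 and 13 at an unadjusted p below 0.05). Both other splits put 1 library of each genotype into each group. A genotype difference then widens the spread within groups and suppresses calls, so the low counts decide nothing. The real split was the 1 of 3 with as many, and 3 splits are too few for a share under 0.05.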
